# Molecular profiling of NOD mouse islets reveals a novel regulator of insulitis onset

**DOI:** 10.1038/s41598-024-65454-x

**Published:** 2024-06-25

**Authors:** Andreas Frøslev Mathisen, Andrei Mircea Vacaru, Lucas Unger, Elena Mirela Lamba, Oana-Ana-Maria Mardare, Laura Maria Daian, Luiza Ghila, Ana-Maria Vacaru, Simona Chera

**Keywords:** Mechanisms of disease, Transcriptomics, Pre-diabetes, Induced pluripotent stem cells

## Abstract

Non-obese diabetes (NOD) mice are an established, spontaneous model of type 1 diabetes in which diabetes develops through insulitis. Using next-generation sequencing, coupled with pathway analysis, the molecular fingerprint of early insulitis was mapped in a cohort of mice ranging from 4 to 12 weeks of age. The resulting dynamic timeline revealed an initial decrease in proliferative capacity followed by the emergence of an inflammatory signature between 6 and 8 weeks that increased to a regulatory plateau between 10 and 12 weeks. The inflammatory signature is identified by the activation of central immunogenic factors such as *Infg, Il1b*, and *Tnfa*, and activation of canonical inflammatory signaling. Analysis of the regulatory landscape revealed the transcription factor *Atf3* as a potential novel modulator of inflammatory signaling in the NOD islets. Furthermore, the Hedgehog signaling pathway correlated with *Atf3* regulation, suggesting that the two play a role in regulating islet inflammation; however, further studies are needed to establish the nature of this connection.

## Introduction

Diabetes is defined by persistent hyperglycemia caused by impaired production or sensing of insulin. Insulin is mainly produced in the endocrine pancreas, by the beta cells. Together with other endocrine cell types involved in glycemia control, such as the glucagon-secreting alpha cells and somatostatin-secreting delta cells, these cells form the pancreatic islets. The two most prevalent diabetes types (Type 1 and Type 2 respectively) are complex diseases resulting from intricate interactions between a composite genetic component and multiple environmental factors. Type 1 diabetes (T1D) is an autoimmune disorder in which insulin-secreting beta cells are gradually targeted and destroyed by the patient’s immune system^1^. The resulting total or near-total beta-cell mass loss leads to a steep decrease in insulin levels and consequent chronic hyperglycemia. When left untreated, the condition leads to death, as the T1D patients require constant exogenous insulin administration to regulate their glycemia^2^. Despite this lifesaving treatment, there is a constant risk of complications, due to imperfect glycemic control. Thus, in the past two decades, considerable effort has been invested in understanding the causal factors of immune attack and developing strategies aimed at beta-cell mass replacement^3,4^.

As a consequence of these sustained efforts, a large repertoire of model systems of different diabetic diseases, as well as beta-cell loss, were developed^5–14^, including in vivo mammalian setups^15–17^. Yet, in contrast with other diabetes forms, reliable model systems for T1D are sparse^18^, with NOD (Non-Obese Diabetes) being the most widely-used animal model for T1D^19^. In NOD mice, diabetes develops spontaneously and is caused by insulitis, i.e., leukocytic infiltration of the pancreatic islets. The incidence of disease onset in NOD mice is impacted by sex, with more females (86%) than males (48%) developing spontaneous diabetes by 30 weeks of age. Moreover, the onset of diabetes occurs earlier in females, with a median incidence at 18 weeks, although a marked decrease in insulin content is already observed at 12 weeks of age^20^. The onset of diabetes is characterized by mild glycosuria (i.e., glucose in urine) and non-fasting hyperglycemia, with customary monitoring starting at approximately 10 weeks of age.

Due to the spontaneous occurrence of diabetes in this strain and its polygenic nature, the exact molecular mechanisms triggering diabetes onset have not been clearly defined. Moreover, the global dynamic transcriptional fingerprint of the timeline leading to diabetes in this model has been understudied. Indeed, probably the most comprehensive and elegant studies mapping the dynamic transcriptional changes characterizing NOD diabetes development, including events preceding diabetes onset, are likely more than a decade old and based on an admittedly old high-throughput technique (microarrays^21^). Newer studies using current technologies have focused mostly on a specific early period, such as the first month after birth^22^, or exclusively on immune cells^23^. Thus, with the current prodigious advances in next-generation sequencing techniques and pathway analysis, there is a current need to molecularly revisit the series of events leading to diabetes onset in NOD mice.

To bridge this gap, we characterized here the events leading to diabetes onset in NOD mice by using next-generation sequencing (RNAseq) combined with pathway analysis on a timeline ranging from 4- to 12-week-old animals (spaced every 2 weeks). We observed a clear emergence of a complex immune system and inflammation signature between 6- and 8 weeks of age, characterized by an increase in key immunogenic factors. Moreover, we pinpointed a transcriptional regulator known to regulate the expression of these genes in the context of other islet stressor conditions (such as hypoxia), which was previously associated with the diabetic NOD phenotype more as a target of the inflammatory milieu, and a driver of beta cell apoptosis^24^. Finally, we explored the connection between this immunogenic factor regulator and the Hedgehog signaling pathway in a pilot experiment.

## Results

### NOD mice undergo changes in islet architecture and exhibit an age-related decrease in the main islet hormones as well as beta- and alpha-cell-specific markers

To comprehensively characterize the early cellular and molecular events leading to diabetes onset in the NOD mice, we analyzed islets from NOD females at five distinct time-points, ranging between 4- and 12 weeks of age (Fig. 1a).

**Figure 1:**
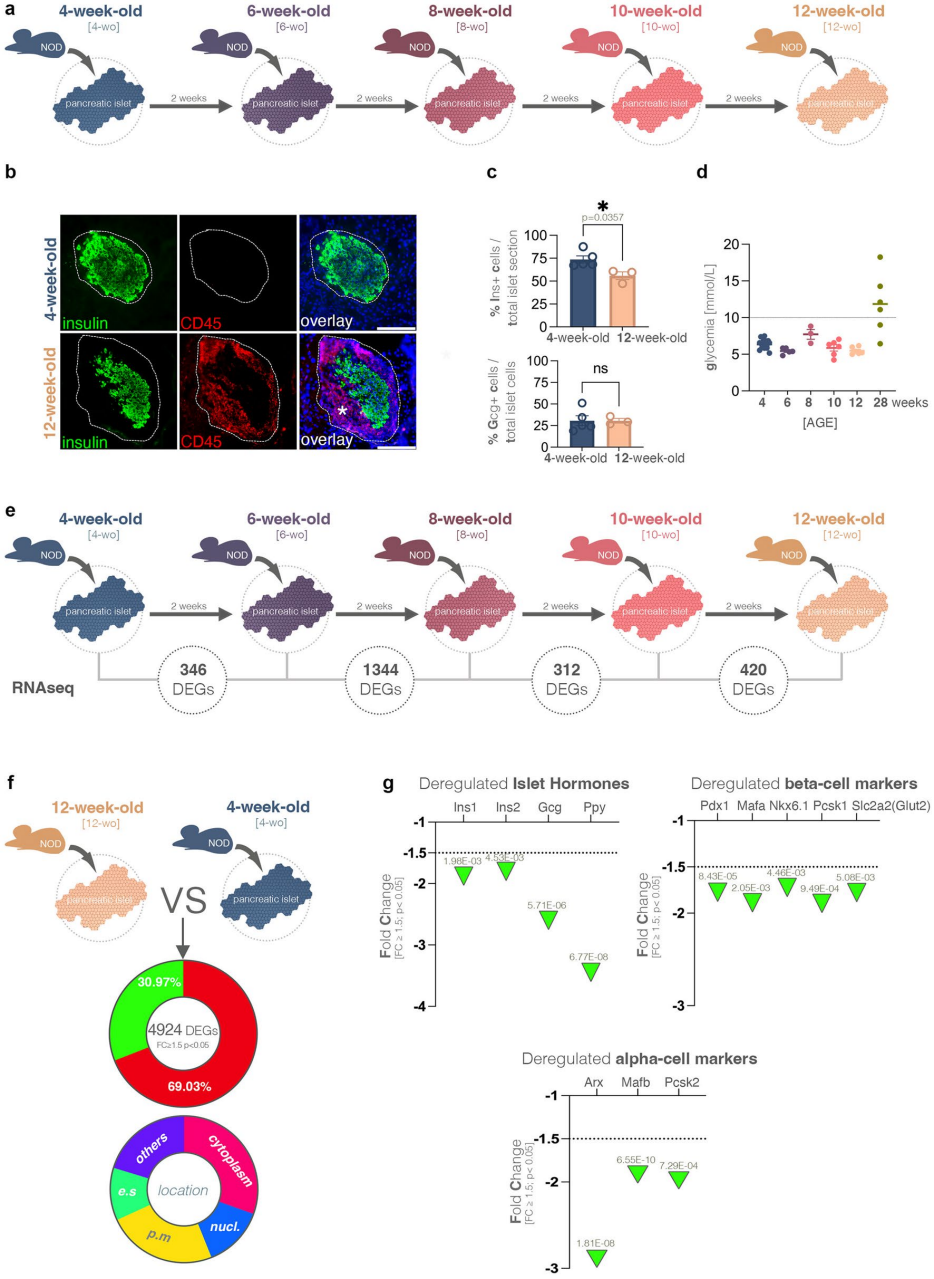
Cellular and molecular changes in NOD mice between 4 and 12 weeks of age. (**a**) Schematic representation of the NOD analysis timeline including the five distinct collection timepoints. (**b**) Representative immunofluorescence images of insulin (green), CD45 (red) and DAPI staining (blue) at 4-weeks and 12-weeks of age in NOD mice (scale 100 µm). (**c**) Graphs depicting the percentage of insulin positive cells (upper panel) or glucagon positive cells (lower panel) per islet section in 4-week-old and 12-week-old NOD mice (non-parametric Mann–Whitney test, each data point (n) represents one mouse, an average of n = 30 islets were counted per animal, error bars: SEM) (**d**) Graph depicting the glycemia values recorder for each analysis timepoint (each data point (n) represents one mouse, error bars: SEM). (**e**) Schematic representation of the five points of comparison and the number of differentially expressed genes (DEGs, FC ≥ 1.5, *p* < 0.05) filtered for each interval. (**f**) Pie diagrams of genes exhibiting significant down- and upregulation (FC ≥ 1.5, *p* < 0.05) as well as their cellular localization in 12-week-old as compared to 4-week-old NOD mice. (**g**) Graphs displaying the observed statistically significant downregulation of islet hormones as well as key beta- and alpha-cells markers in the RNAseq dataset (FC ≥ 1.5, *p* < 0.05).

As expected, at 12 weeks of age, the mice exhibited clear signs of insulitis (Fig. 1b, Supp.Fig. 1a asterisks) and changes in islet architecture. The beta-cell population was decreased in the 12-week-old mice compared to the 4-week-old mice (*p* = 0.0357), while the glucagon population remained apparently unchanged (Fig. 1c, green-insulin, red-glucagon, blue-DAPI). Notably, at 12 weeks, all the mice were normoglycemic indicating that they still had the ability to compensate for beta-cell loss (Fig. 1d). In contrast, at 28 weeks, an expected 70% of the mice were hyperglycemic (Fig. 1d, olive).

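Islets are the clusters of endocrine cells in the pancreas, and in NOD mice immune cells enter them before diabetes develops. RNA was sequenced from the islets of 15 NOD females, 3 at each of 5 ages: 4, 6, 8, 10 and 12 weeks. The islets were picked by hand after collagenase digestion, so each sample holds endocrine cells together with any other cells that stayed attached to the islets. The deposited table gives, for each of 48709 genes, the number of reads that the authors' pipeline assigned to it (the counts). The counts summed to between 25407492 and 41616275 per sample, with a median of 28004882. The medians by age were 28284612 at 4 weeks, 27256859 at 6, 27787467 at 8, 28345260 at 10 and 28004882 at 12. In all, 22813 genes had a count in at least 1 sample, and filterByExpr, which drops genes with too few counts for a test, kept 16554. At this depth 3 counts correspond to 0.0753 to 0.128 CPM (counts scaled to a common library size), and differences among values below that level are not detectable. The 4 Y-linked genes examined had 0 counts in all 15 samples, and Xist, which is expressed from the inactive X chromosome of females, had 16931 to 28813 counts. Neither the sample labels nor the paper gives a sequencing batch or date. All 15 samples entered one edgeR quasi-likelihood fit with a mean per age, after TMM normalization, which scales the samples so that a few very abundant genes do not shift the rest. A log2 fold change above 0 stands for a higher value at the older age. DEGs are counted here at the paper's threshold, a fold change of at least 1.5 either way with an unadjusted p under 0.05. Since 16554 genes were tested, about 828 would have a p under 0.05 by chance, and Benjamini-Hochberg adjusted p values are given beside the unadjusted counts. Tests are two-sided. A single gene was also compared by an exact permutation test, whose smallest possible p with 3 mice against 3 is 0.1. In one joint test of any change over the 5 ages, 9262 genes (55.95%) had an adjusted p under 0.05, and 10231 had an unadjusted p under 0.05.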

To analyze the evolution of the islet transcriptional profile in NOD mice, we performed high-throughput sequencing and filtered the differentially expressed genes (DEGs, FC ≤ 1.5,* p* < 0.05, Supplemental Table 1, Supp.Fig. 1b) between the five above-mentioned timepoints (Fig. 1e).

A comparison of the two age extremes (i.e., 12- and 4-week-old) revealed 4924 DEGs, approximately two-thirds (69.03%) of which were upregulated in the mature (12-week-old) animals and had a heterogenous cell compartment distribution (Fig. 1f). 

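In the edgeR fit, 5279 genes passed the threshold at 12 against 4 weeks, 3458 of them higher (65.5%) and 1821 lower (34.5%) in the 12-week-old mice. The median size of their change was 1.28 on the log2 scale. An unadjusted p under 0.05 was reached by 9809 genes. After adjustment over all genes tested, 8858 had a p under 0.05, 4357 of them higher and 4501 lower. With library totals in place of TMM factors, which center the bulk of genes, 78.14% of the 8377 genes with an adjusted p under 0.05 were higher. For 10634 genes (64.24%) the values of the 3 older mice did not overlap those of the 3 younger ones, where chance gives 10%. Of the DEGs, 5137 were free of overlap and 142 were not. Of the alternatives set before the data were examined, those library totals moved the direction of the DEGs most. They gave 5229 DEGs, of which 85.29% were higher, and shifted the median log2 fold change of all genes by 0.244. With the mean of leukocyte marker genes as a covariate, an alternative chosen after seeing the data, 1194 genes passed the threshold, of which 34.17% were higher. That mean was 5.78 to 6.12 log2 CPM at 12 weeks against -0.35 to 2.20 at 4 weeks. It can hardly be separated from age here, so the drop cannot be assigned to leukocyte content. The 3 largest increases with an adjusted p under 0.05 and no overlap were Glycam1 (chromosome 15, 103562762 to 103565078; 5202 to 8094 counts at 12 weeks against 0 to 1 at 4 weeks, at least 1741-fold higher), Ighv1-11 (298 to 1119 counts against 0) and Ighv4-1 (174 to 828 counts against 0). The last 2 are immunoglobulin segments of a large family of similar sequences, so the assignment of their reads is uncertain. The 3 largest decreases were 3830406C13Rik (log2 fold change -3.4, adjusted p 0.00195), Plac9a (-3.06, 0.0258) and Msln (-3.05, 0.000117; 17.9 ± 4.58 CPM against 149 ± 26.4, mean ± SD of 3 mice).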

Interestingly, except for *Sst*, the main islet hormones were downregulated in 12-week-old NOD mice as compared to their younger counterparts (4 weeks old), a trend also followed by key beta-cell (such as *Pdx1, Mafa, Nkx6.1* amongst others) and alpha-cell (*Arx, Mafb, Pcsk2*) markers (Fig. 1g).

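For each gene the deposited counts of the 3 mice at 12 weeks were set against those of the 3 at 4 weeks, in the edgeR fit over all ages. Ins1 (chromosome 19, 52264323 to 52265456) went from 75815 ± 2395 to 40502 ± 4607 CPM, a log2 fold change of -0.90 with a standard error (SE) of 0.167 and an adjusted p of 0.000935. Ins2 (chromosome 7, 142678656 to 142743381) changed by -0.84 (SE 0.192, adjusted p 0.00299). Ins1 and Ins2 are paralogs with similar sequences, so how their reads were divided between them is uncertain. Gcg (chromosome 2, 62474530 to 62483650) changed by -1.37 (SE 0.145, adjusted p 0.000133), from 48938 ± 2688 to 18888 ± 3605 CPM, and Ppy (chromosome 11, 102099930 to 102101319) by -1.78 (SE 0.307, adjusted p 0.00066). For Sst (chromosome 16, 23889581 to 23890844) the change was -0.39 (SE 0.172, unadjusted p 0.0418), with an adjusted p of 0.0726 that ran from 0.0229 (without 12-week replicate 1) to 0.447 (library totals) over the alternatives, so the call depends on single mice and on the scaling. Its 3 values at 12 weeks, 5271 ± 1042 CPM, still lay below all 3 at 4 weeks, 6909 ± 387. Among the beta-cell genes of Fig. 1g, Pdx1 (chromosome 5, 147269959 to 147275848) fell from 204 ± 5.48 to 115 ± 17.9 CPM. Its adjusted p was 0.00103, and those of Mafa, Nkx6-1, Pcsk1 and Slc2a2, with log2 fold changes of -0.91, -0.78, -0.92 and -0.83, were 0.00342, 0.00161, 0.000621 and 0.00571. Pdx1 overlaps 2210019I11Rik on the opposite strand, which carries 10761 counts over the 15 samples against 71393 for Pdx1. Pcsk2, shown among the alpha-cell genes, changed by -0.98 (adjusted p 0.000308). In each of these 11 genes the 2 groups did not overlap, which gives an exact permutation p of 0.1, the smallest possible for 3 against 3 mice. The genes are the paper's own choice from the same data, so their shared direction shows no stability.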

Overall, these data indicate that progressive age-specific alterations of islet architecture and functionality in NOD mice occur between 4 and 12 weeks of age. Thus, to further investigate the progression of this phenotype, we performed pathway analysis of the DEGs characterizing each age interval.

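Averaged per mouse over the 5 hormones Ins1, Ins2, Gcg, Ppy and Sst, the mean log2 CPM was 14.76 ± 0.08 at 4 weeks, 14.68 ± 0.02 at 6, 14.30 ± 0.24 at 8, 13.86 ± 0.32 at 10 and 13.69 ± 0.17 at 12 (mean ± SD of 3 mice). The 5 beta-cell genes went from 8.95 through 8.92, 8.71 and 8.22 to 8.08. A list of 12 genes expressed in all islet endocrine cells, among them Chga, Scg2 and Neurod1, went from 9.84 through 9.76, 9.58 and 9.11 to 8.97. The fall of the hormones and beta-cell genes between 4 and 12 weeks exceeded that of the 12 endocrine genes by 0.10 on the log2 scale (difference -0.0974, exact permutation p 0.1, two-sided, the smallest possible for 3 against 3 mice). With the 5 beta-cell genes alone the difference was 0.00595 (exact permutation p 0.9), and with the 5 hormones alone, a split added after seeing the data, -0.201 (exact permutation p 0.1). These means are shares of a sample's RNA, so they also move when other cells add RNA to the sample. From the fall of the hormone and marker transcripts and the number of DEGs between the age extremes, together with its stainings, the paper concludes that islet architecture and function change progressively with age.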

### A steep decrease in proliferative potential is observed between 4 and 6 weeks of age in NOD mice

Between 4 and 6 weeks of age, we identified 346 DEGs with no bias toward a certain regulatory pattern (45.08% upregulated, 54.92% downregulated). 

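At 6 against 4 weeks, 480 genes passed the threshold, 191 higher (39.79%) and 289 lower (60.21%), and 1435 genes had an unadjusted p under 0.05. An adjusted p under 0.05 remained for 15 genes, 1 higher and 14 lower. The smallest adjusted p was 0.00598. The values of the 2 ages did not overlap for 2917 genes (17.62%, against 10% by chance), among them 398 of the DEGs. The alternative that moved the adjusted count most was the edgeR exact test, with 264 genes. The samples of each age carry the replicate numbers 1 to 3. With the replicate number as a block in the fit, 433 genes passed the threshold and 5 had an adjusted p under 0.05. Mice with the same number deviated from their age means in opposite directions on average (correlation -0.339). For mice with different numbers the correlation was 0.0387 over all ages together. The deviations of 3 mice from their own mean cancel out, so that value is tied to the same-numbered one and is no independent reference. By the rule for naming genes, Bcas3 (chromosome 11, 85353167 to 85826058) is the increase, from 13.8 ± 0.832 to 20.6 ± 1.27 CPM (log2 fold change 0.57, adjusted p 0.0396). Dscc1 (chromosome 15, 55076099 to 55090491; -2.17, 0.0466), Fam64a (chromosome 11, 72042032 to 72047370; -1.69, 0.0466) and Cenpf (chromosome 1, 189640606 to 189688086; -1.68, 0.0423) are the decreases.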

By cellular location, the largest DEG fraction was categorized as nuclear (Fig. 2a). Pathway analysis revealed that the Top 5 canonical pathways with a predicted activity pattern (− 2 ≥ z-score ≥ 2) were involved in cell cycle progression, and all the pathways were predicted to be inhibited (Fig. 2b). Moreover, *Foxm1*, a key cell cycle regulator, was identified in the top predicted upstream regulators based on the analyzed transcriptional landscape and inferred to be inhibited (Fig. 2c), a prediction confirmed by its observed downregulation in our DEGs set (-2.66x). Similarly, other critical proliferation markers directly regulated by *Foxm1*, such as *Mki67(Ki67)*, *Pcna, Plk1, Cdk1, Cdk2, Aurka,* and *Aurkb,* were also observed to follow the same trend, and were downregulated in 6-week-old NOD mice (Fig. 2d, Supp. Fig. 1c). In addition, the “Diseases and Functions” analysis revealed Cell Cycle, DNA-replication and Cell Death and Survival were the top metabolic processes with predicted activity pattern (Fig. 2e).

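Foxm1 (chromosome 6, 128362967 to 128376146) went from 15.8 ± 0.747 CPM at 4 weeks to 5.92 ± 0.843 at 6 weeks, with 383 to 442 counts per mouse against 137 to 207. Its log2 fold change was -1.41 (SE 0.279), a fold change of -2.66. The unadjusted p was 0.000237 and the adjusted p 0.0804. Over the alternatives the change ran from -1.54 to -1.35 and the adjusted p from 2.37e-14 to 0.354, under 0.05 with some tools and above it with others. The other 3 regulators of Fig. 2c were measured at lower levels. Nlrp3 went from 0.472 ± 0.440 to 0.955 ± 0.680 CPM (log2 fold change 1.00, SE 0.816, unadjusted p 0.244 in edgeR, exact permutation p 0.4), which is within the spread between mice. Csf2 had 0 to 2 counts per mouse at 4 weeks and 0 to 1 at 6 weeks, too few for a fold change at this depth. For Nr1i3 the p was 0.402 in the edgeR fit without the filter, and 13 of its 17 counts at 6 weeks came from replicate 2, a sample that also carries counts of intestinal genes. Nr1i3 overlaps Tomm40l on the opposite strand, which has 13121 counts over the 15 samples against 98.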

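Mki67 (chromosome 7, 135689784 to 135716361) fell from 54.9 ± 6.37 to 18.5 ± 5.41 CPM (log2 fold change -1.58, SE 0.415, unadjusted p 0.00229, adjusted p 0.185 in edgeR) and Pcna from 47.3 ± 2.94 to 30.6 ± 1.89 CPM (-0.63, adjusted p 0.154). The log2 fold changes of Plk1, Cdk1, Cdk2, Aurka and Aurkb were -1.65, -1.49, -0.83, -1.35 and -1.31, with adjusted p values of 0.157, 0.148, 0.261, 0.0776 and 0.51. In all 7 genes the 3 mice at 6 weeks lay below the 3 at 4 weeks. Taking the 26 proliferation genes of the paper's text, Fig. 2c, Fig. 2d and Supplemental Figure 1c together, all 26 were lower and free of overlap, by -1.78 to -0.61 on the log2 scale. Adjusted over these 26 alone, each had a p under 0.05. Adjusted over all genes tested, 0 of them did, with values of 0.0745 to 0.51, although all 26 had an unadjusted p under 0.05. As for Foxm1, these adjusted values depended on the setting. Over the alternatives with all mice they ran from 2.88e-11 to 0.311 for Mki67 and from 3.7e-17 to 0.262 for Ccna2. For Cdk2, Aurkb, Brca2 and Mcm8 they stayed above 0.05 throughout. The list was drawn up from the paper's own calls in these data, so the count over the list alone shows no stability.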

**Figure 2:**
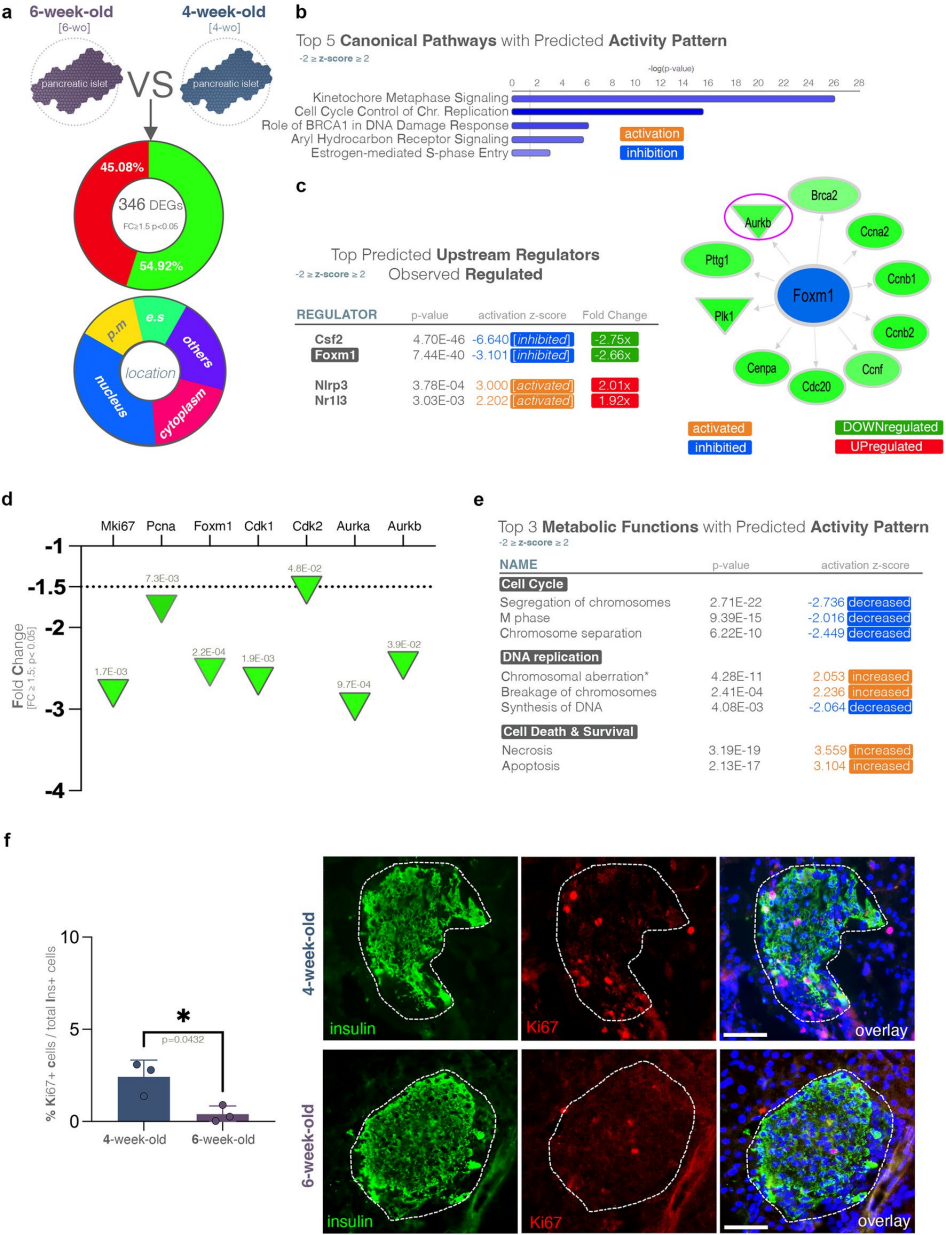
Transcriptional changes in NOD mice between 6-weeks and 4-weeks of age. (**a**) Pie diagrams of genes exhibiting significant down- and upregulation (FC ≥ 1.5, *p* < 0.05) as well as their cellular localization in 6-week-old as compared to 4-week-old NOD mice. (**b**) Top 5 canonical pathways with predicted activation pattern (z-score ≥ 2—activation—orange; z-score ≤ -2—inhibition—blue). (**c**) Top predicted upstream regulators exhibiting observed differential expression (z-score ≥ 2—activated—orange; z-score ≤ -2—inhibited—blue; green -downregulated; red—upregulated). (**d**) Graph displaying the observed statistically significant downregulation of key proliferation markers in the RNAseq dataset (FC ≥ 1.5, *p* < 0.05) between 6 and 4-weeks of age in NOD mice. (**e**) Top 3 metabolic functions with predicted activation pattern (z-score ≥ 2—increased—orange; z-score ≤ -2—decreased—blue). (**f**) Graph depicting the percentage of Ki67 (Mki67) positive cells per islet section in 4-week-old and 6-week-old NOD mice and representative immunofluorescence images (unpaired t-test with Welch’s correction, each data point represents one distinct animal, an average of n = 21 islets/mouse were assessed; error bars: SD; scale—50 µm; green—insulin, red- Ki67, blue—DAPI).

These data were confirmed by the quantification of the Ki67-positive beta-cells using immunofluorescence, revealing a steep, significant reduction in the beta-cell proliferative capacity in 6-week-old NOD mice as compared with their young 4-week-old counterparts (Fig. 2f, p = 0.0432, green-insulin, red-Ki67, blue-DAPI).

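The proliferation genes named above, among them Mki67, Foxm1 and the Mcm genes, can also be tested as a group with camera, a limma test that asks whether the genes of a list rank higher or lower than the other genes of the same comparison. Their median log2 fold change at 6 against 4 weeks was -1.31 (camera p 1.07e-55, two-sided, with an assumed correlation between genes of 0.01). Estimating that correlation from the data raised the p to 0.00262, the alternative that moved it most. Leaving out one mouse at a time gave medians of -1.42 to -1.19. With the replicate number as a block the median was -1.33 (camera p 2.58e-54), in samples whose same-numbered mice deviated with a correlation of -0.339. Per mouse, the mean log2 CPM of the 26 genes was 3.64 ± 0.06 at 4 weeks and 2.45 ± 0.21 at 6 weeks, so the drop is larger than the spread between mice of one age. The genes were chosen by the paper from the same comparison, so the p does not come from an independent list.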

Taken together, these results suggest a decrease in the islet proliferation potential between 4- and 6-week of age in the NOD mice.

### A strong inflammation signature emerges between 6- and 8-weeks in the islets of NOD mice

The next age interval (6 to 8 weeks) was characterized by the largest DEG set (1344 DEGs) of all analyzed periods (Figs. 1e, 3a), indicating a strong shift in the transcriptional landscape, with the vast majority being upregulated (87.57%). 

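At 8 against 6 weeks, 1625 genes passed the threshold, 1390 of them higher (85.54%) and 235 lower. Their median change was 1.40 on the log2 scale. Although 2983 genes had an unadjusted p under 0.05, 0 had an adjusted p under 0.05, and the smallest adjusted p was 0.087. The values of the 2 ages did not overlap for 3191 genes (19.28%, against 10% by chance). Among the DEGs, 703 were free of overlap and in 922 the 2 ages overlapped. DESeq2 gave 543 genes with an adjusted p under 0.05 and the edgeR exact test 183. With library totals the median log2 fold change of all genes shifted by 0.106. Leaving out one mouse at a time gave 911 to 2242 DEGs and 0 to 906 genes with an adjusted p under 0.05. With the replicate number as a block, 1389 genes passed the threshold and 0 had an adjusted p under 0.05. Here same-numbered mice deviated together (correlation 0.293). An alternative chosen after seeing the data, with the mean of 23 leukocyte marker genes of each mouse as a covariate, gave 591 DEGs, of which 35.87% were higher. The covariate rises with age, so it also takes up part of any effect of age itself.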

Considering the cellular compartment, most differentially expressed genes were located in the cytoplasm or plasma membrane, suggesting a surge in signaling. Pathway analysis of the transcriptional landscape revealed processes and regulators connected to inflammation and the immune response, with the key immunogenic molecules *Ifng* (interferon gamma), *Il1b* (interleukin 1b) and *Tnf* (tumor necrosis factor) serving as organic centers of the landscape (Fig. 3b). Accordingly, the Top 10 pathways with predicted activity patterns were exclusively involved in key signaling pathways transducing the immune response and inflammation, which were inferred to be activated (Fig. 3c). In addition, other pathways relevant to islet functionality, such as Type 1 Diabetes Signaling, PI3K/AKT Signaling, Ppar Signaling, were identified, and predicted to be activated (Fig. 3c).

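Each of the 3 genes had a higher mean at 8 than at 6 weeks, with values that spread widely between the 8-week-old mice. Ifng (chromosome 10, 118441047 to 118445892) had 5 to 86 counts per mouse at 8 weeks against 0 to 22 at 6 weeks. Il1b (chromosome 2, 129364570 to 129371139) had 67 to 278 counts against 49 to 91, and Tnf (chromosome 17, 35199381 to 35202007) 7 to 81 against 6 to 31. In none of the 3 were the 2 ages free of overlap. Exact permutation tests of the normalized values gave two-sided p values of 0.2 for Ifng, 0.2 for Il1b and 0.3 for Tnf.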

**Figure 3:**
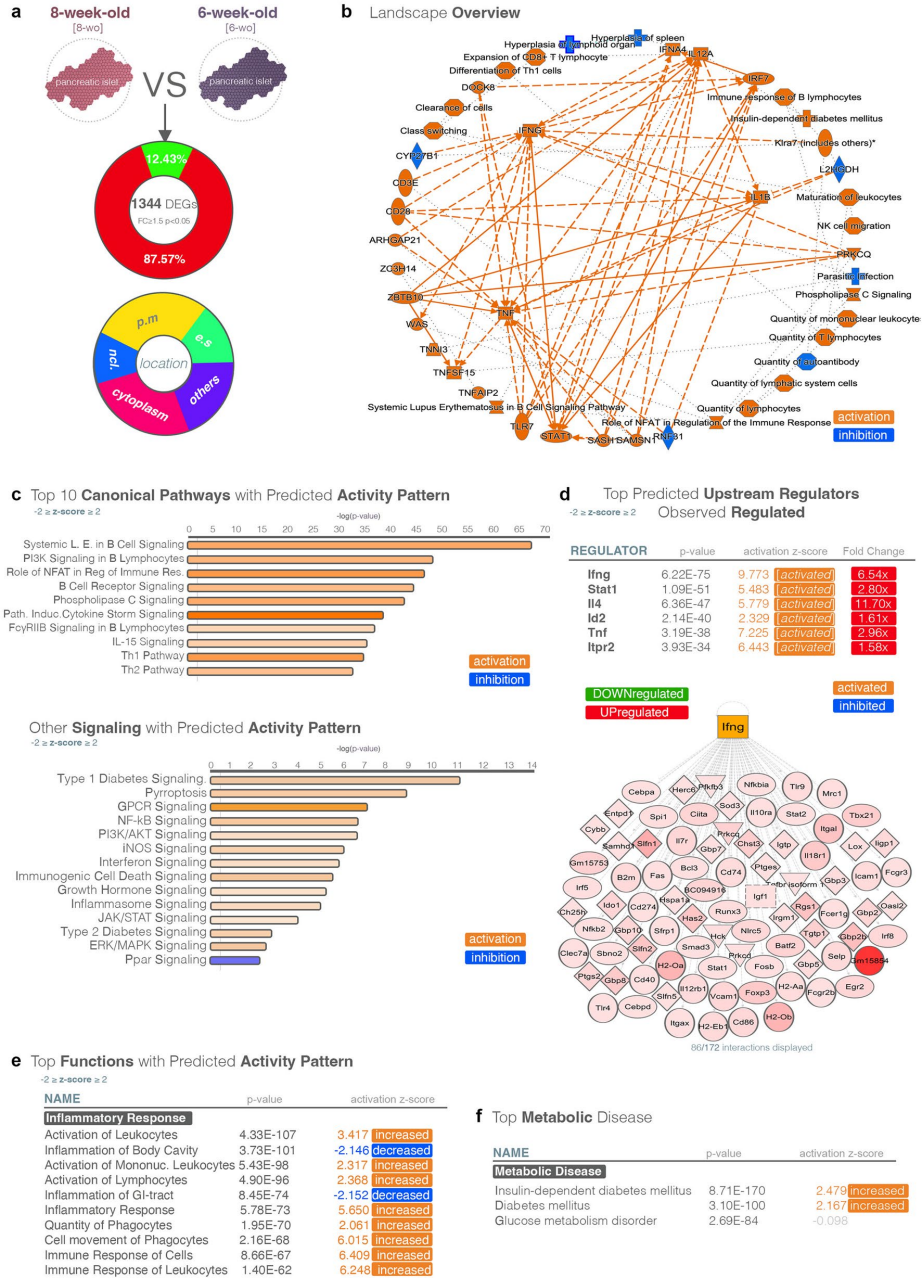
Transcriptional changes in NOD mice between 8-weeks and 6-weeks of age. (**a**) Pie diagrams of genes exhibiting significant down- and upregulation (FC ≥ 1.5, *p* < 0.05) as well as their cellular localization in 8-week-old as compared to 6-week-old NOD mice. (**b**) Regulatory landscape overview characterizing the analyzed transcriptional landscape as generated by pathway analysis. (**c**) Top canonical pathways with predicted activation pattern (z-score ≥ 2—activation—orange; z-score ≤ -2—inhibition—blue). (**d**) Top predicted upstream regulators exhibiting observed differential expression (z-score ≥ 2—activated—orange; z-score ≤ -2—inhibited—blue; green—downregulated; red—upregulated). (**e**) Top functions with predicted activation pattern (z-score ≥ 2—increased—orange; z-score ≤ -2—decreased—blue). (**f**) Top metabolic disease (increased—orange) characterizing the analyzed transcriptional landscape.

Consistently, *Ifng* was the top upstream regulator of the analyzed transcriptional landscape and was strongly inferred to be activated (z-score 9.773), a prediction confirmed by its observed upregulation in our DEGs set (6.54x) (Fig. 3d).

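Ifng went from 0.306 ± 0.486 CPM at 6 weeks to 2.01 ± 1.59 at 8 weeks, a log2 fold change of 2.78 (SE 1.23) or a fold change of 6.88. Without one mouse at a time the log2 fold change ran from 2.20 to 5.84, so its size depends on single mice. In edgeR the unadjusted p was 0.042 and the adjusted p 0.263, which ran from 0.0952 to 0.582 over the alternatives. Ifng passed the paper's threshold in 4 of the 12 alternatives, with unadjusted p values from 0.00517 to 0.13. The 4 were DESeq2's size factors, library totals, and the fits without 6-week replicate 3 or without 8-week replicate 1. Of the other regulators in the table of Fig. 3d, Itpr2 changed by 0.66 (SE 0.248, unadjusted p 0.0192, adjusted p 0.211). For Id2 the unadjusted p was 0.0759, with a fold change of 1.61. Il4 had 0 to 2 counts per mouse at 8 weeks and 0 at 6 weeks, below what supports a fold change at this depth. Of the 84 Ifng targets read by eye from Fig. 3d, 83 could be tested, and 82 were higher and 1 lower at 8 weeks. Their median log2 fold change was 1.7 (camera p 3.49e-30, two-sided). With the correlation between genes estimated from the data the p was 0.0845, and with the replicate number as a block, where same-numbered mice deviated with a correlation of 0.293, the median was 1.73. Leaving out one mouse at a time gave medians of 1.33 to 2.29. The targets are genes that the paper called in this same comparison, so their direction here shows no stability.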

Moreover, the “Diseases and Functions” analysis, revealed processes related to inflammation in the top (Fig. 3e), with “Insulin-dependent diabetes mellitus”, “Diabetes mellitus” and “Glucose metabolism disorders” as top 3 inferred activated metabolic diseases based on the analyzed DEGs landscape (Fig. 3f). Overall, these data suggest the establishment of an immune response signature in NOD mice between 6 and 8 weeks of age.

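A list that does not come from the paper's calls consists of 23 leukocyte markers: 8 of T cells, such as Cd3e and Cd8a, 6 of B cells, 8 of myeloid cells, such as Csf1r, and Ptprc. At 8 against 6 weeks all 23 were higher, with a median log2 fold change of 2.58 (camera p 1.28e-17, two-sided). With the correlation between genes estimated from the data the camera p was 0.0548. With the replicate number as a block the median was 2.6, beside a correlation of 0.293 between same-numbered mice, and without one mouse at a time it ran from 1.85 to 3.58. In the preceding interval, 6 against 4 weeks, 19 of the 23 were higher and 4 lower, with a median of 0.33 (camera p 0.00314, and 0.47 with the estimated correlation). Its sign reversed in 2 of the 6 fits that each left out one mouse, with a range of -0.40 to 1.71. Its median with the replicate block was 0.24, beside a correlation of -0.339 between same-numbered mice. Ptprc, which encodes the pan-leukocyte protein CD45, averaged 20.1 ± 17.5 CPM at 6 weeks and 91.3 ± 65.0 at 8 weeks. From the pathways and upstream regulators inferred from the DEGs of this interval, with Ifng at their head, the paper proposes that an immune response signature becomes established between 6 and 8 weeks.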

### Once established, the inflammatory and immune response signatures are maintained or further amplified

To further analyze the transcriptional landscape regulation over time we performed comparison pathway analysis of the remaining 3 DEGs groups (i.e., DEG^8-weeks vs. 6-weeks^, DEG^10-weeks vs. 8-weeks^ and DEG^12-weeks vs. 10-weeks^, Fig. 4a). This analysis revealed that for some canonical pathways and immune response-, stress-, cell death-, and growth-related signaling, the activation pattern established between 6 and 8 weeks of age was retained, however, it was not amplified nor reversed at later stages (Fig. 4b). In contrast, key immune pathways such as the Th1 and Th2 Pathways as well as Interferon Signaling and T1D Signaling Pathway, displayed reinforced activation during the next period, i.e., between 8 and 10 weeks of age. Similarly, certain cytokine signaling (such as *IL-4* and *IL-13*) was augmented during all the time intervals analyzed.

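The sets that enter this comparison differ in size and share part of their genes. At 10 against 8 weeks, 2306 genes passed the threshold, 1837 higher (79.66%) and 469 lower, and 6268 had an unadjusted p under 0.05. An adjusted p under 0.05 was reached by 2776 genes, 1391 higher and 1385 lower, and with library totals by 2314, of which 78.91% were higher. The values of the 2 ages did not overlap for 5416 genes (32.72%, against 10% by chance). With library totals in place of TMM, 91.15% of the DEGs were higher, and the median log2 fold change of all genes shifted by 0.109. With the replicate number as a block, 2091 genes passed the threshold and 0 had an adjusted p under 0.05. Same-numbered mice deviated in opposite directions on average (correlation -0.248). Leaving out one mouse at a time gave 1288 to 3523 DEGs. At 12 against 10 weeks, 359 genes passed the threshold, 266 higher (74.09%) and 93 lower. An unadjusted p under 0.05 was reached by 1244 genes, an adjusted one by 0, and 1626 genes (9.822%) were free of overlap, where chance gives 10%. The replicate block gave 281 DEGs, with a correlation of -0.152 between same-numbered mice. The DEG sets of 8 against 6 and 10 against 8 weeks shared 776 genes, 724 of them changed in the same direction. Those of 10 against 8 and 12 against 10 weeks shared 66, of which 26 changed in the same direction.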

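The Ifng targets of Fig. 3d were picked from the preceding interval. The 3 mice of 8 weeks enter both comparisons, so the change of the targets at 10 against 8 weeks is not independent of that choice. Of the 83 tested, 81 were higher, with a median log2 fold change of 1.25 (camera p 1.04e-12, two-sided, and 0.254 with the correlation between genes estimated from the data). With the replicate number as a block the median was 1.27, beside a correlation of -0.248 between same-numbered mice. The leukocyte markers behaved alike: all 23 were higher, with a median of 1.7 (camera p 4.69e-08, and 0.195 with the estimated correlation; 1.79 with the replicate block). At 12 against 10 weeks the median of the targets was 0.06 (camera p 0.0821; 0.03 with the block, where same-numbered mice deviated with a correlation of -0.152) and that of the markers 0.20 (camera p 0.0827; 0.13 with the block). Leaving out one mouse at a time carried both medians of this last interval across 0, from -0.18 to 0.33 for the targets and from -0.07 to 0.41 for the markers. Ighv1-63 (11 to 653 counts at 10 weeks against 0 to 1 at 8 weeks, at least 76.3-fold higher), Ighv1-66 and Igkv4-55 had the largest increases at 10 against 8 weeks. They are immunoglobulin segments, whose reads are hard to assign within their family. The largest decreases were those of RP23-325D10.3, 4930461C15Rik and Asb15, each with at most 3 counts per mouse at 10 weeks (lower bounds of the fold change of -11.5, -2.97 and -3.66).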

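The transcript of Il4 itself was close to absent from the counts: 4 counts in total over the 3 mice at 8 weeks, 2 over the 3 at 10 weeks, and 0 at 4, 6 and 12 weeks. A change of Il4 between these ages is not detectable at this depth.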

**Figure 4:**
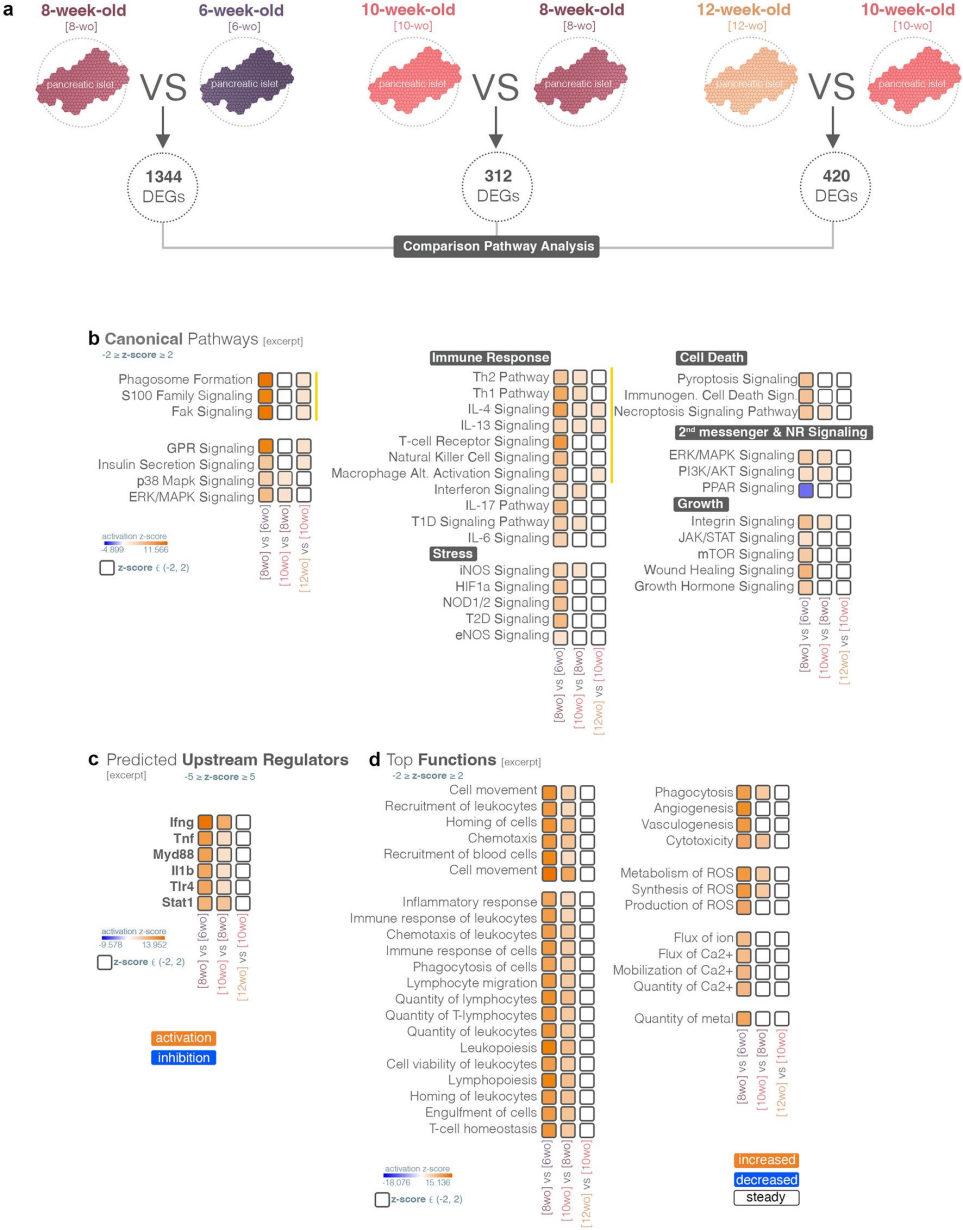
Pathway comparison analysis of the age intervals following inflammation emergence. (**a**) Scheme illustrating the time intervals compared. (**b**) Comparison analysis of the top canonical pathways activity patterns between the different stages compared (z-score ≥ 2—activation—orange; z-score ≤ -2—inhibition—blue). (**c**) Comparison analysis of the top predicted upstream regulators activity patterns between the different stages compared (z-score ≥ 2—activated—orange; z-score ≤ -2—inhibited—blue). (**d**) Comparison analysis of the top functions activity patterns between the different stages compared (z-score ≥ 2—increased—orange; z-score ≤ -2—decreased—blue).

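Among the regulators listed in Fig. 4c are Ifng, Tnf, Myd88, Il1b and Tlr4, and their own transcripts can be followed over the same intervals. At 8 against 6 weeks Tlr4 changed by 1.27 (SE 0.390, unadjusted p 0.00653, adjusted p 0.179 in edgeR) and Myd88 by 0.44 (unadjusted p 0.0201), on the log2 scale. At 10 against 8 weeks all 5 were higher, with log2 fold changes of 1.18 for Ifng, 1.37 for Tnf, 0.59 for Myd88, 1.12 for Il1b and 1.03 for Tlr4. Of these, Myd88 alone had an adjusted p under 0.05, 0.0364, which ran from 0.00618 to 0.173 over the alternatives. Myd88 went from 25.7 ± 5.50 to 38.6 ± 7.98 CPM (exact permutation p 0.2), and it overlaps Acaa1a on the opposite strand, which has 33328 counts over the 15 samples against 12474. At 12 against 10 weeks the 5 changes lay between -0.25 for Ifng and 0.36 for Il1b, with adjusted p values from 0.906 for Il1b to 0.986 for Tlr4.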

As expected, the top predicted upstream regulators (Fig. 4c) and functions (Fig. 4d) were related to the immune response, which was inferred to increase during 6 and 8 weeks of age and further amplified in the next period (8 to 10 weeks), to reach a steady state (i.e., maintain the activity state achieved at 10 weeks) in the last analyzed period (10- to 12-weeks).

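The 3 gene lists described above, the proliferation genes (such as Mki67), the leukocyte markers (such as Ptprc) and the Ifng targets of Fig. 3d, can be set side by side over all ages. After 6 weeks the proliferation mean moved to 2.55 ± 0.61 at 8 weeks, 3.50 ± 0.47 at 10 and 3.51 ± 0.22 at 12 weeks (log2 CPM, mean ± SD of 3 mice). At 10 against 6 weeks its median log2 fold change was 1.15, with 24 of the 26 genes higher (camera p 1.03e-07, and 0.212 with the correlation between genes estimated from the data). At 12 against 4 weeks it was -0.20 (camera p 0.379), no more than the shift of all genes between scaling methods. The leukocyte mean was 0.83 ± 1.29 at 4 weeks, 1.37 ± 1.27 at 6, 3.65 ± 1.38 at 8, 5.62 ± 0.61 at 10 and 5.9 ± 0.19 at 12. For the Ifng targets the means were 1.9 ± 1.03, 2.06 ± 0.84, 3.55 ± 1.30, 5.03 ± 0.55 and 5.14 ± 0.34.

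**Figure D1:**
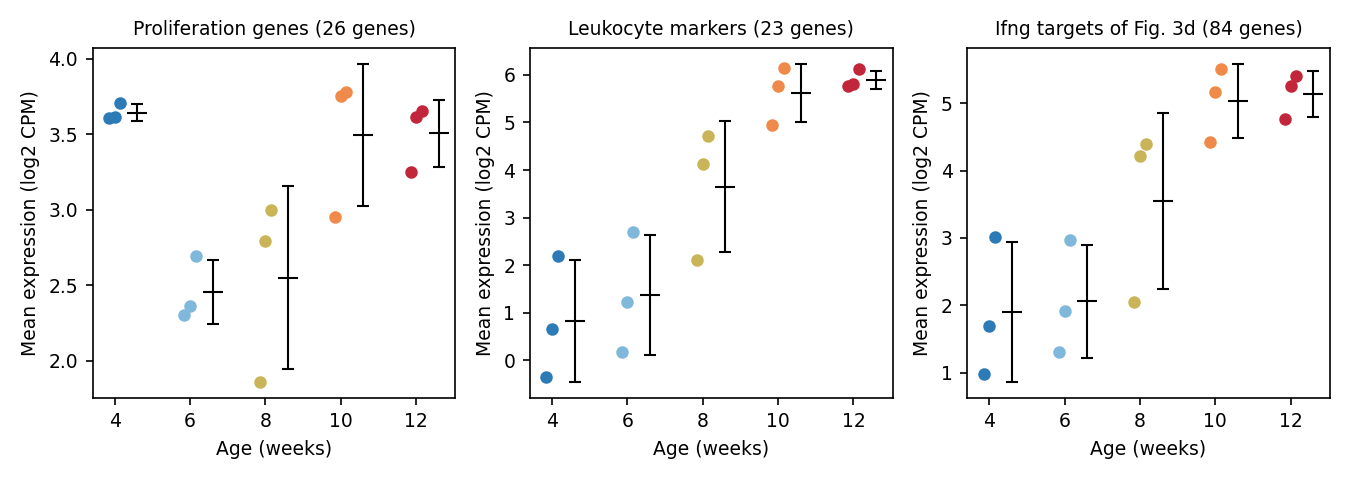
Mean log2 CPM per mouse of the 26 proliferation genes, the 23 leukocyte markers and the 84 Ifng targets (vertical axes) at 4, 6, 8, 10 and 12 weeks of age (horizontal axis); each dot is a mouse, and the bars give the mean ± SD of 3 mice. The proliferation mean drops from 3.64 to 2.45 between 4 and 6 weeks and is back at 3.50 by 10 weeks, while the other two means rise from 6 to 10 weeks.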

Overall, the transcriptional timeline indicated an initial decrease in the islet proliferative capacity of the NOD mice following the first month of life, which was immediately succeeded by the establishment of inflammatory and immune response signatures, which were further amplified and maintained in the following stages. However, the molecular mechanism responsible for the initiation of the events leading to islet infiltration, decay and diabetes is still unclear.

### Atf3 and core immunogenic factors are upregulated in NOD islets

As the inflammatory signature characterizing the NOD timeline predicted the central role of immunogenic factors (Figs. 3b,d, 4c), we examined their presence in the DEG sets. In accordance with the pathway analysis prediction, we found that four key canonical immunogenic factors (*Ifng, Tnf, Il1b* and *Ccl2*) were significantly upregulated in the 12-week-old NOD mice, when compared to their 4-week-old counterparts (Fig. 5a). Moreover, these factors were upregulated as early as the initiation of the immune signature between 6 and 8 weeks of age (Fig. 5c), suggesting their involvement in the early stages of the immune response.

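At 12 against 4 weeks, Ifng went from 0.344 ± 0.455 to 3.83 ± 1.83 CPM, a log2 fold change of 3.45 (SE 1.21) with an adjusted p of 0.029 in edgeR. Over the alternatives its adjusted p ran from 0.00701 to 0.0896. Tnf went from 0.704 ± 0.705 to 4.32 ± 0.940 CPM (2.61, SE 0.881, adjusted p 0.0244), Il1b from 2.28 ± 1.42 to 18.4 ± 6.98 (3.01, SE 0.530, adjusted p 0.000737) and Ccl2 (chromosome 11, 82035571 to 82037453) from 1.71 ± 1.14 to 8.35 ± 2.89 (2.29, SE 0.570, adjusted p 0.00506). In all 4 genes the 3 mice at 12 weeks lay above the 3 at 4 weeks. Il1b overlaps Il1bos on the opposite strand, with 51 counts over the 15 samples against 4052.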

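Measured at 8 against 6 weeks, Il1b changed by 1.39 (SE 0.510, unadjusted p 0.0177 in edgeR), Ccl2 by 1.43 (SE 0.572, p 0.0267) and Tnf by 1.61 (SE 0.887, p 0.0941), on the log2 scale. Their adjusted p values were 0.209, 0.229 and 0.352. Il1b rose from 2.52 ± 0.655 to 6.61 ± 3.81 CPM, Ccl2 from 1.38 ± 0.889 to 3.69 ± 1.67 and Tnf from 0.658 ± 0.535 to 1.94 ± 1.46. The difference of each is of the order of the spread among the 8-week-old mice, and for Ccl2 the exact permutation p was 0.2. A further fit, chosen after seeing the data, included the mean of the 23 leukocyte markers of each mouse, which rises with age and so also takes up part of any age effect. In it 0 of the 4 genes had a positive change: -0.72 for Ifng, -1.0 for Tnf, -0.17 for Il1b and -0.07 for Ccl2, with unadjusted p values in edgeR of 0.356, 0.181, 0.635 and 0.843.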

**Figure 5:**
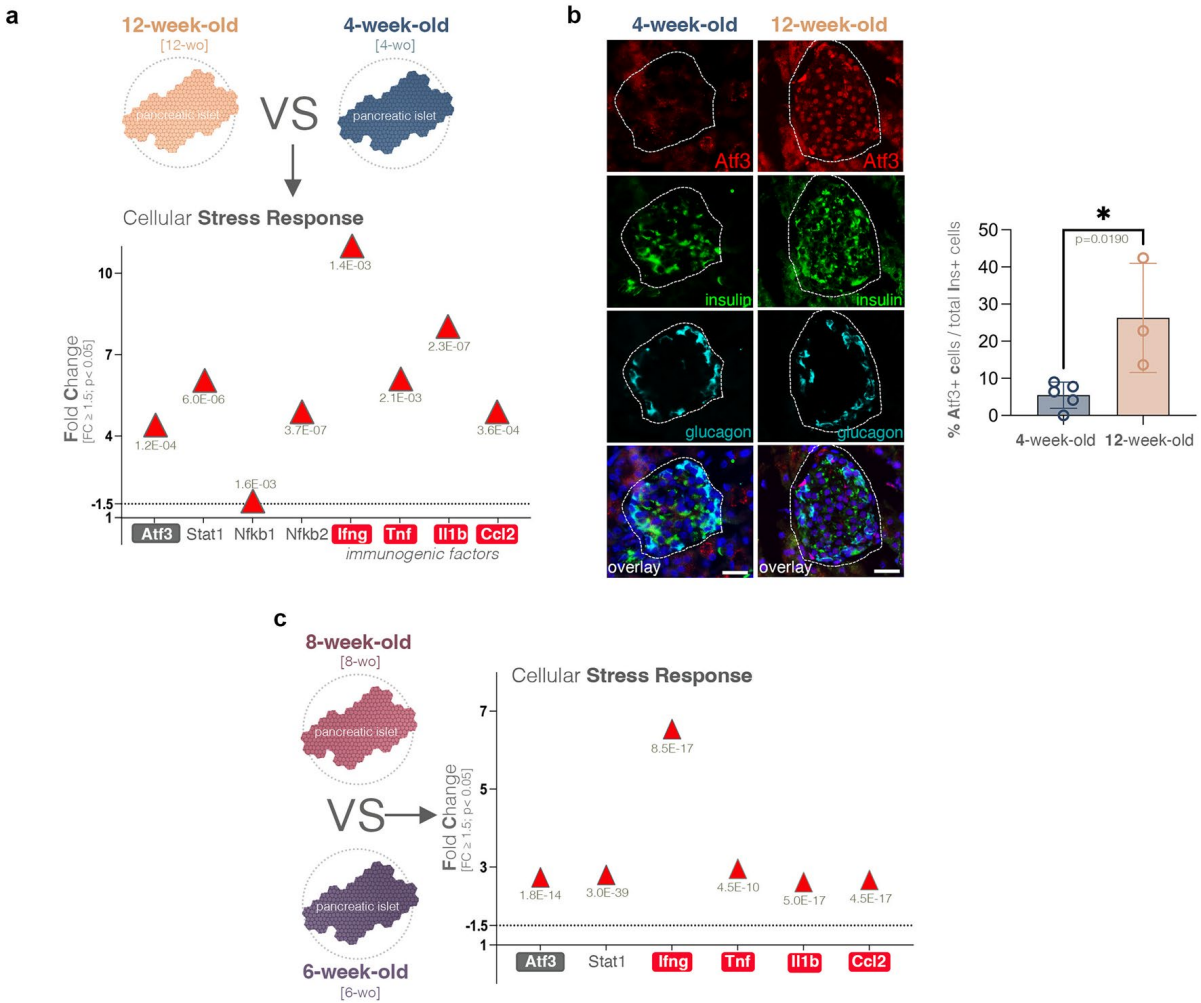
Markers and regulators of the cellular stress response. (**a**) Graph displaying the observed statistically significant upregulation of key cellular stress response markers in the RNAseq dataset (FC ≥ 1.5, *p* < 0.05) in 12-week-old as compared to 4-week-old NOD mice. (**b**) Representative immunofluorescence images and graph depicting the percentage of Atf3 positive cells per islet section in 4-week-old and 12-week-old NOD mice (unpaired t-test with Welch’s correction, each data point represents one distinct animal, an average of n = 18 islets/mouse were assessed; error bars: SD; scale—50 µm; green—insulin, cyan—glucagon red—Atf3, blue—DAPI). (**c**) Graph displaying the observed statistically significant upregulation of key cellular stress response markers in the RNAseq dataset (FC ≥ 1.5, *p* < 0.05) in 8-week-old as compared to 6-week-old NOD mice.

To understand what initiated the immunogenic factors upregulation, we further datamined for potential transcription factors known to directly regulate these molecules. This search identified *Atf3*, a transcription factor that was previously shown to upregulate the expression of *IL-1b, Il-6, Tnfa* and *Ccl2* in the pancreatic islets by being involved in a positive pro-inflammatory loop in response to stress from hypoxia and transplantation^25^. 

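Atf3 (chromosome 1, 191170296 to 191218039) averaged 1.41 ± 0.502 CPM at 4 weeks and 6.17 ± 1.74 at 12 weeks, with 25 to 51 counts per mouse against 136 to 255. Its log2 fold change was 2.13 (SE 0.294), a fold change of 4.38, with an adjusted p of 0.000274 in edgeR. The 2 ages did not overlap (exact permutation p 0.1, the smallest possible with 3 against 3 mice). Like Atf3, the genes Nfkb1, Nfkb2, Ifng, Tnf, Il1b and Ccl2 of Fig. 5a were higher at 12 weeks, the 7 changing by 0.68 to 3.45 on the log2 scale, with adjusted p values of 0.000274 to 0.029 over all genes tested. Within ages, over the 15 mice with each age mean subtracted, the relation of Atf3 to the leukocyte markers did not pass 0.05, with Pearson r 0.498 (permutation p 0.0587) and Spearman rho 0.518 (permutation p 0.0502), the adjusted p over the family of 8 correlations being 0.0939. Leaving out the 2 mice farthest from the median gave r 0.464. The permutations moved deviations between ages whose spread differed, so these p values are approximate.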

Similar to this previous study, the *Atf3* upregulation in NOD islets mirrored the upregulation of the immunogenic factors (Fig. 5a). Moreover, a significant increase in the number of Atf3 positive (Atf3+) cells (*p* = 0.0190) was revealed by immunofluorescence (Fig. 5b).

Of note, Atf3 was observed upregulated as early as the immune signature establishment between 6- and 8-weeks (Fig. 5c) suggesting its involvement in the early phases of the immune response. Furthermore, other factors implicated in signaling cascades with impact on immunogenic factors modulations (such as *Stat1* and *Nfkb*) followed the same regulatory trend (Fig. 5a,c).

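Atf3 went from 1.55 ± 0.158 CPM at 6 weeks to 4.24 ± 0.425 at 8 weeks, with 41 to 52 counts per mouse against 107 to 131. The difference is larger than the spread between mice, and the 2 ages did not overlap. The log2 fold change was 1.45 (SE 0.290, fold change 2.74, unadjusted p 0.000251), with an adjusted p of 0.122 in edgeR that ran from 0.00119 to 0.508 over the alternatives. Nfkb1, Nfkb2, Ifng, Tnf, Il1b and Ccl2, also shown in Fig. 5c, each overlapped between 6 and 8 weeks. With the leukocyte marker mean of each mouse in the fit, a setting chosen after seeing the data, its change was 1.08 (SE 0.340, unadjusted p 0.00708, adjusted p 0.63). A list of 12 immediate-early genes without Atf3, such as Fos and Egr1, which respond within minutes to stimulation of cells and also to the handling of tissue, rose in the same interval by a median of 0.83 on the log2 scale, 11 of the 12 being higher (camera p 1.46e-11, and 0.0208 with the correlation between genes estimated from the data).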

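At 12 against 4 weeks, Nfkb2 (chromosome 19, 46304737 to 46312090) changed by 2.27 (SE 0.417, adjusted p 0.000914) and Nfkb1 (chromosome 3, 135584655 to 135691547) by 0.68 (SE 0.172, adjusted p 0.0057), on the log2 scale. Nfkb2 overlaps Psd on the opposite strand, with 24222 counts over the 15 samples against 22294. At 8 against 6 weeks Nfkb2 changed by 1.11 (SE 0.407, unadjusted p 0.0176, adjusted p 0.209) and Nfkb1 by 0.30 (SE 0.172, unadjusted p 0.106, adjusted p 0.371), from 70.9 ± 4.59 to 87.3 ± 22.1 CPM. For Nfkb1 the 8-week-old mice overlapped the 6-week-old ones. Of Atf3, Nfkb1, Nfkb2, Ifng, Tnf, Il1b and Ccl2, 0 had a p under 0.05 after adjustment over all genes tested, and 5 had an unadjusted p under 0.05. The paper picked these genes from the same data, so the second count shows no stability.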

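Plotted per mouse, Atf3 rose in one step between 6 and 8 weeks. Its mean was then 5.07 ± 1.47 CPM at 10 weeks and 6.17 ± 1.74 at 12. These later differences between successive ages were smaller than the SD of the older mice, and they were not tested. Ifng, Tnf, Il1b and Ccl2 rose mainly between 6 and 10 weeks. Ifng averaged 4.56 ± 2.15 CPM at 10 weeks, Tnf 5.01 ± 2.38 and Il1b 14.4 ± 3.98.

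**Figure D2:**
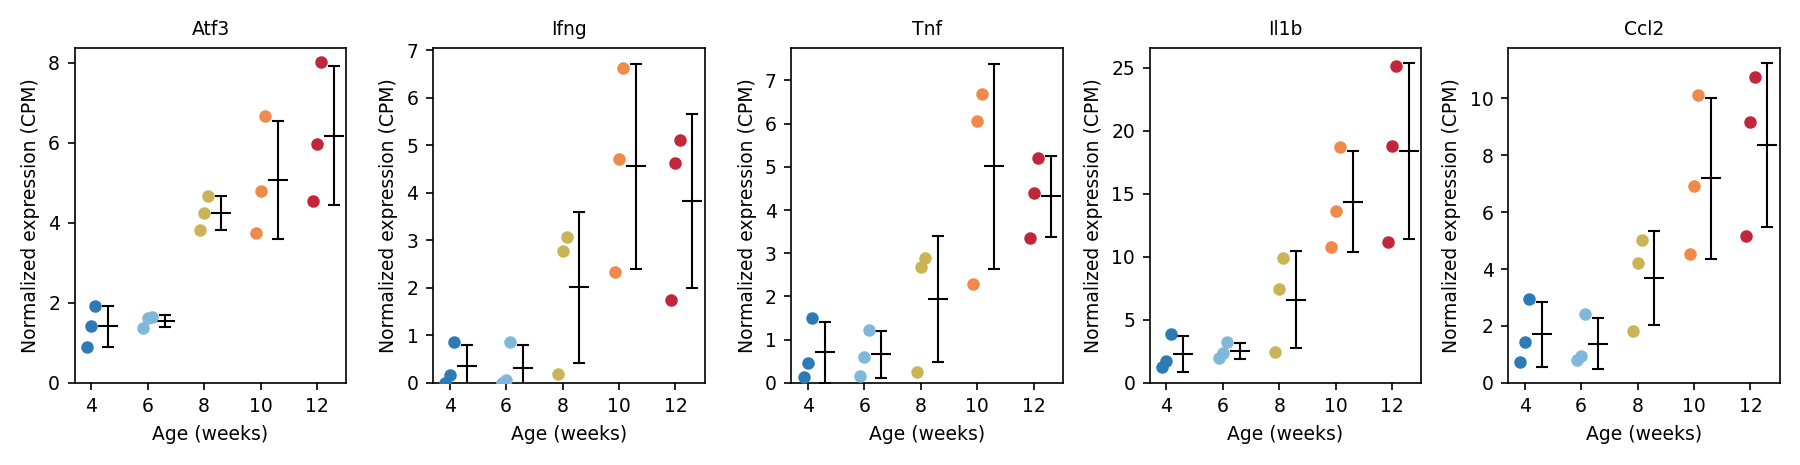
CPM per mouse (vertical axes) of Atf3, Ifng, Tnf, Il1b and Ccl2 at 4, 6, 8, 10 and 12 weeks of age (horizontal axis); each dot is a mouse, and the bars give the mean ± SD of 3 mice. The 3 Atf3 values at 8 weeks, around a mean of 4.24, lie above all those at 4 and 6 weeks, whereas for the other 4 genes the 6-week and 8-week values overlap.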

Overall, these data suggest that an Atf3 pro-inflammatory loop promoting core immunogenic factors is involved in the context of NOD islet stress. However, it is unclear which signaling pathways are involved in regulation of *Atf3* expression levels and consequently initiate the pro-inflammatory loop leading, in time, to immune infiltration.

### The Hedgehog signaling pathway exhibits a pattern correlated with Atf3 regulation

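Hedgehog is a signaling pathway in which ligands such as Ihh (Indian Hedgehog) act through Smo and Sufu on the Gli transcription factors. Over the 15 mice, Atf3 falls into 2 separate clusters, 25 to 52 counts at 4 and 6 weeks and 107 to 255 counts at 8 to 12 weeks, so relations with Atf3 were computed within each. Age was left in within a cluster. At 8, 10 and 12 weeks Atf3 averaged 4.24, 5.07 and 6.17 CPM and Smo 8.01, 9.98 and 13.3. The relations among the 9 older mice thus also hold this trend with age, and their permutations treat the mice of all 3 ages as exchangeable. These 10 relations, 5 genes in 2 clusters, form one family, and their permutation tests are exact and two-sided. Among the 9 mice of 8 to 12 weeks, Smo followed Atf3 with Pearson r 0.855 (exact permutation p 0.00306, adjusted p 0.0306) and Spearman rho 0.917 (exact permutation p 0.00131, adjusted p 0.0131), and r was 0.787 without the 2 mice farthest from the median of Atf3. For Sufu, Gli1 and Gli3 the r values were 0.578, 0.550 and 0.567 (exact permutation p 0.105, 0.126 and 0.112, adjusted p 0.315 each). Their rho values were 0.617, 0.6 and 0.683 (exact permutation p 0.0857, 0.0968 and 0.0503). With library totals in place of TMM factors, the exact permutation p was 0.0397 for Sufu, 0.0594 for Gli1 and 0.0438 for Gli3 (adjusted p 0.146, 0.148 and 0.146). Without the 2 farthest mice the r values of these 3 genes were 0.279, 0.383 and 0.383. For Ihh r was 0.105 (exact permutation p 0.8), rho -0.233 (exact permutation p 0.552) and r without the farthest mice 0.617. In the 6 mice of 4 and 6 weeks r ran from -0.357 for Sufu to 0.518 for Gli1 (exact permutation p from 0.31 to 0.883, adjusted p from 0.62 to 0.883) and from -0.479 to 0.716 without the 2 farthest mice. Their rho ran from -0.429 to 0.543 (exact permutation p from 0.297 to 1). With each age mean subtracted over all 15 mice, r was 0.603 for Smo (permutation p 0.0162, adjusted p 0.081 over the 5 genes) and rho 0.482 (permutation p 0.0722), and r was 0.714 without the 2 farthest mice. With age removed, Smo thus did not pass 0.05 after adjustment. Deviations were shuffled between ages, so these last p values are approximate.

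**Figure D3:**
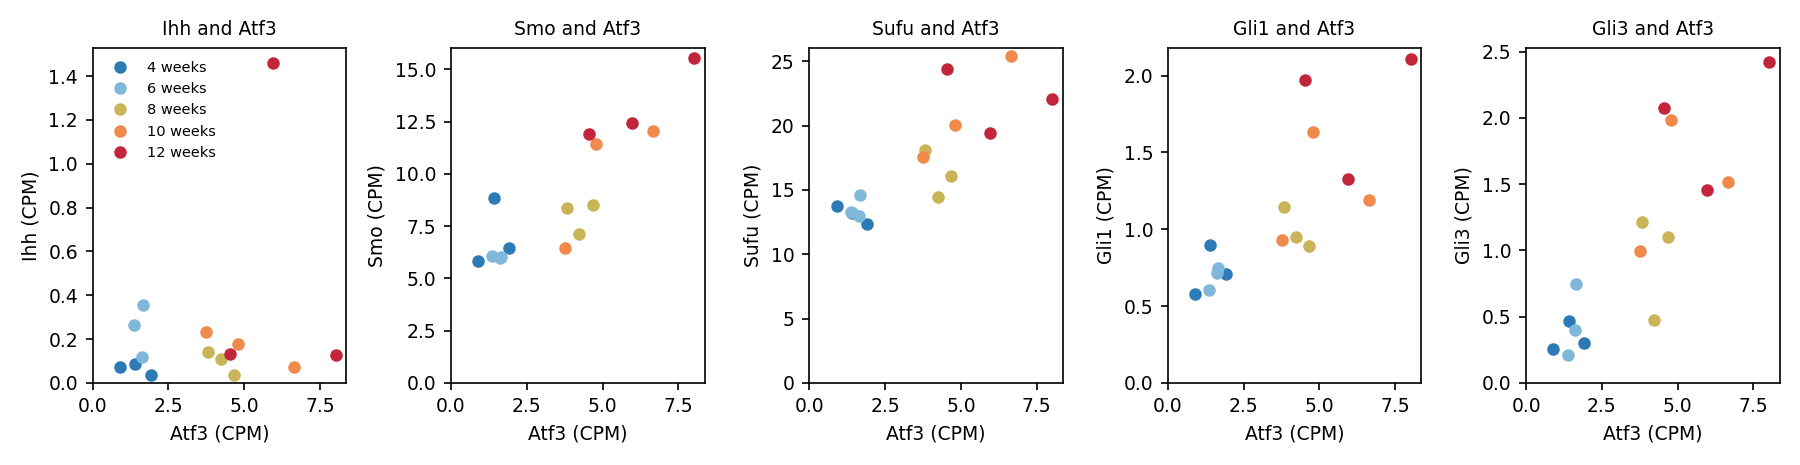
CPM of Ihh, Smo, Sufu, Gli1 and Gli3 (vertical axes) against CPM of Atf3 (horizontal axis); each dot is 1 of the 15 mice, colored by age in weeks. The mice of 4 and 6 weeks form a cluster at low Atf3, apart from those of 8 to 12 weeks, and a single mouse of 12 weeks stands out for Ihh.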

To identify signaling involved in the regulation of Atf3, we further investigated the largest DEG sets for canonical pathways displaying a regulation similar to the Atf3 immunogenic loop, and uncovered Hedgehog signaling (Hh-signaling), as a potential candidate. 

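At 12 against 4 weeks, the log2 fold change was 0.92 for Smo (chromosome 6, 29735503 to 29761365; SE 0.218, adjusted p 0.00383), 0.75 for Sufu (chromosome 19, 46396896 to 46488804; SE 0.135, adjusted p 0.000817), 1.31 for Gli1 (chromosome 10, 127329889 to 127341589; SE 0.277, adjusted p 0.00202) and 2.54 for Gli3 (chromosome 13, 15463235 to 15730026; SE 0.491, adjusted p 0.00121), all in edgeR. Smo went from 7.03 ± 1.6 to 13.3 ± 1.96 CPM and Sufu from 13.1 ± 0.706 to 21.9 ± 2.5. Gli1 and Gli3 stayed at low levels, 1.80 ± 0.415 and 1.98 ± 0.487 CPM at 12 weeks against 0.729 ± 0.160 and 0.341 ± 0.114 at 4 weeks. Gli1 overlaps Arhgap9 on the opposite strand, which has 5797 counts over the 15 samples against 492. Within ages the mean of these 4 genes followed that of 7 mesenchymal markers such as Col1a1 and Pdgfra, with Pearson r 0.790 (permutation p 0.00092, adjusted p 0.00204 over a family of 8). Spearman rho was 0.686 (permutation p 0.00586), and r was 0.667 without the 2 farthest mice. Deviations were shuffled between ages, so these p values are approximate. Ihh (chromosome 1, 74945315 to 74951672) had 45, 4 and 4 counts in the 3 mice at 12 weeks and 1 to 2 at 4 weeks, at least 4.46-fold higher against a floor of 3 counts (log2 fold change 3.06, SE 0.984, adjusted p 0.0245 in the edgeR fit without the filter; 0.0111 to 0.411 over the alternatives). The mouse with 45 counts, replicate 1, also carries counts of intestinal genes, and without it the log2 fold change was 0.96 (unadjusted p 0.258 in edgeR). Adjusted over the 5 genes alone all 5 had a p under 0.05, a count that shows no stability because the genes are the paper's own choice from these data. Of a list of other Hedgehog genes 4 could be tested, and 2 were higher and 2 lower at 12 against 4 weeks. Their median log2 fold change was 0.27 (camera p 0.965). So few genes cannot settle whether the pathway as a whole rose.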

Core genes of the pathway such as the ligand *Ihh* (Indian Hedgehog), the receptor *Smo* (Smoothened), critical kinase *Sufu* (Suppressor of fused) and the main transcription factor effectors Gli1 and Gli3 displayed significant upregulation in the 12-week-old NOD mice (Fig. 6a).

**Figure 6:**
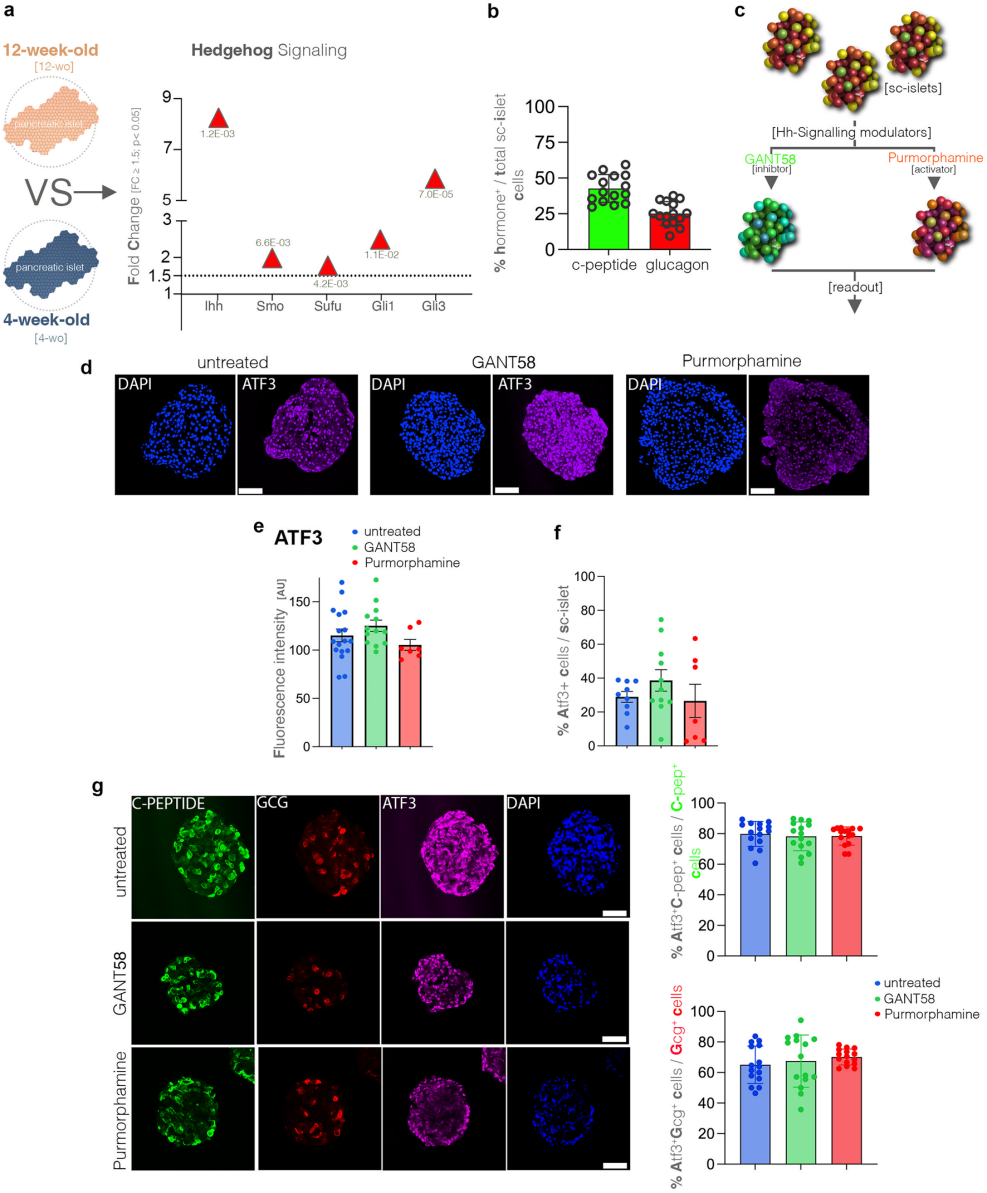
Modulation of the Hedgehog signaling pathway and the cellular stress response. (**a**) Graph displaying the observed statistically significant upregulation of key Hedgehog signaling pathway molecules in the RNAseq dataset (FC ≥ 1.5, *p* < 0.05) in 12-week-old as compared to 4-week-old NOD mice. (**b**) Graph indicating the percentage of Insulin (c-peptide) and Glucagon positive cells from the total sc-islet cells (DAPI) in untreated sc-islets, each data point represents one sc-islet (n = 15), error bars: SD; (**c**) Scheme displaying the experimental setup for modulating the Hedgehog signaling pathway using the Gli-inhibitor GANT58 and the Smo-activator Purmorphamine on human sc-islets. (**d**) Representative immunofluorescence images of ATF3 (purple) and DAPI (blue) staining of untreated, GANT58 and Purmorphamine treated sc-islets (scale bar: 50 µm). (**e**) Graph depicting the ATF3 fluorescence intensity in untreated, GANT58 and Purmorphamine treated sc-islets (non-parametric Mann–Whitney test, each data point (n) represents one sc-islet, error bars: SEM). (**f**) Graph indicating the percentage of ATF3 positive cells per sc-islet (left panel) in untreated, GANT58 and Purmorphamine treated sc-islets (non-parametric Mann–Whitney test, each data point (n) represents one sc-islet, error bars: SEM); (**g**) Representative immunofluorescence images of C-peptide (green), GCG (red), ATF3 (purple) and DAPI (blue) staining of untreated, GANT58 and Purmorphamin treated sc-islets (scale bar: 50 µm) as well as graphs indicating the ratio of ATF3 positive cells from insulin (right panel) and glucagon cells (left panel) for each condition (non-parametric Mann–Whitney test, each data point (n) represents one sc-islet, error bars: SEM).

To probe a potential connection between the Hh-signaling pathway and Atf3 activation, we performed a pilot experiment in vitro, using human induced pluripotent stem cell-derived islets^26^ (sc-islets) generated by using a recently published protocol by Otonkoski and colleagues^27^. With this very efficient protocol all sc-islets (100%) are expressing both insulin and glucagon, although the ratio of insulin- and glucagon-expressing cells may vary between the islet-like clusters, as indicated by c-peptide (marker for insulin-expressing cells, ≈ 42% ± 9.7) and glucagon (≈ 25.27% ± 8.2) immunofluorescence (Fig. 6b).

An advantage, but also a limitation of this setup, is the fact that analysis is restricted to the islet compartment, and thus it will determine only the potential role of the islet cells in the early events leading to islet infiltration. Along the same lines, it will not allow conclusions about a potential Hh-signaling and ATF3 regulatory loop in the immune cells, nor can identify a potential inter-cellular crosstalk between the islet and immune cells.

In this pilot experiment, the sc-islets were exposed to either a Hh-signaling inhibitor (Gant58, a Gli inhibitor^28^), or a Hh-signaling activator (Purmorphamine, which directly binds and activates Smoothened^29^), followed by the immunofluorescence assessment of the ratio of ATF3+ cells using automated or manual counting (Fig. 6c). This revealed a tendency, albeit not significant, towards lower intensity of ATF3 signal in the sc-islets treated with the Purmorphamine (Fig. 6d,e). Moreover, the ATF3 + ratio from total sc-islet cells (Fig. 6f) as well as insulin-expressing (Fig. 6g) and glucagon-expressing cells (Fig. 6g) was not significantly changed, suggesting that Hh-signaling modulation does not significantly impact ATF3 levels.

## Discussions

Here we used next generation sequencing and pathway analysis to dynamically characterize the global early molecular events defining the pancreatic islets of NOD mice during its progression toward insulitis and diabetes. By comparing the analyzed age extremes, we observed a decline of islet hormones and islet cell signatures between 4 and 12 weeks of age, which was also confirmed for insulin by immunofluorescence quantification. As expected, these changes were doubled by increased insulitis in the 12-week-old islets.

We showed that point-by-point dynamic analysis revealed a decrease in islet proliferative capacity as the first age-related event (between 4 and 6 weeks of age). Although, of interest from an islet-regeneration perspective, the age-specific decrease in proliferation was also observed in healthy wild-type mice following their last phase of growth. A decrease in proliferation was promptly followed (between 6 and 8 weeks of age) by the strong emergence of an immune system and inflammatory signature, which dominated the transcriptional landscape, confirming the findings of previous studies^21^. This signature was further reinforced in the next period (between 8 and 10 weeks of age), but largely reached a regulatory plateau in the last period analyzed (between 10 and 12 weeks of age).

Specifically, our analysis showed that the inflammatory signature was organically centered around key immunogenic factors (*Il1b, Tnf, Infg,* and *Ccl2*) as early as its emergence (between 6 and 8 weeks of age). The establishment of this proinflammatory signature before any evident signs of immune cells infiltration, suggested that islet endocrine cells might play a role in the initiation of the early events leading to insulitis. However, this issue cannot be properly settled with the current experimental design and thus it is still unclear what cell population is responsible for the early proinflammatory signature.

Moreover, the upregulation of the immunogenic factors was also mirrored by Atf3 (one of their main regulators) and by Hh-signaling pathway. Previous studies pinpointed *Atf3* as a stress-induced transcription factor in a multitude of tissues and cell types. It acts as a critical hub in regulating metabolism and immunity, by integrating a broad range of signals, such as chemokines or endoplasmic reticulum stress, amongst others^30,31^. Although Atf3 drives an anti-inflammatory network in most tissues^32–36^, previous studies have demonstrated its proinflammatory role in the pancreatic islets by driving the expression of *IL1B, IL6, TNF* and *CCL2*^25^ following stress stimulation caused by hypoxia and transplantation. Here, we propose a potential involvement of Atf3 in a proinflammatory loop that spirals towards insulitis in the NOD mice. However, further studies are required to comprehensively validate and characterize this issue.

The Hh-signaling inactivation during pancreas development is absolutely required for pancreas organogenesis^37–40^ and its modulation also plays a role in adult pancreas regeneration, being involved in regenerative cell conversion events^41^. Here, we observed the deregulation of key members of the Hh-signaling pathway and wanted to further investigate its potential relationship with Atf3 regulation. Unfortunately, our pilot experiment failed to establish a clear connection between the Hh-signaling pathway and ATF3 regulation, probably because of a large variation in number of ATF3 positive cells per sc-islet. A tendency toward both a decrease in the ATF3 signal intensity and in the number of ATF3-expressing cells was observed following Hh-signaling activation, suggesting the Hh-signaling as a negative feed-back loop of ATF3 regulation, at least in this very simplified in vitro system. However, as this difference was not statistically significant, additional experiments are absolutely required for the characterization of Hh-signaling role in islet stress and inflammation. It should also be considered that the absence of Hh-signaling impact in human sc-islets does not exclude a role for the Hh-pathway in Atf3 regulation, in vivo, in mice or the occurrence of a Hh pathway-Atf3 regulatory loop in immune cells. Settling these issues will require different and more complex methodological approaches such as single-cell RNA sequencing.

One limitation of the current study design is the impossibility of demultiplexing the observed signatures according to the cell type where they are expressed. Consequently, by using bulk RNAseq on isolated islets one cannot distinguish between the resident islet cells and infiltrating immune cells. Moreover, the regulation of Hh-signaling and Atf3 could occur in different cell types, thus their opposing activity patterns might represent a case of intercellular signaling instead of an intracellular regulatory loop.

Finally, one of the main drawbacks of this study is the insufficient experimental validation of the transcriptional landscapes described. However, in this short report, we intended to simply revisit and characterize the global molecular events leading to diabetes in the NOD mice by using the increased power of the next-generation sequencing and pathway analysis tools, with the goal of unveiling new regulators and molecular links underlying future experimental studies.

## Materials and methods

### Mice

To study the onset of insulitis in mouse islets, we used the NOD/ShiLtj mouse model (RRID:IMSR JAX stock #001976, referred to as NOD^42^), in which mice develop diabetes as a result of autoimmune attack^19^. Animals were housed in a specific pathogen-free animal facility. They were maintained on a 12 h light and 12 h dark cycle and had ad libitum access to food and water. All the experimental procedures involving animals were conducted in accordance with the European Union (EU) Directive 2010/63/EU and approved by the national competent authority (Authorization No. 590/13.01.2021). The study is reported in accordance with ARRIVE guidelines.

For this study, NOD female mice of reported ages were used, as described in the Results section and figure legends.

### Islet isolation

Islets were isolated from NOD female mice of 4-, 6-, 8-, 10- and 12-weeks old (n = 3 mice per each time point) using a protocol described in Daian et al*.*^43^, with minor changes. Briefly, the mice were euthanized by cervical dislocation, and the pancreas was perfused with a solution of 0.5 mg/ml collagenase XI (Sigma-Aldrich, St. Louis, MO, USA; #C7657) and 0.8 mg/ml bovine serum albumin (BSA, Sigma-Aldrich; #A2153) dissolved in Hanks’ balanced salt solution (HBSS) supplemented with Ca^2+^ and Mg^2+^ (Carl Roth, Karlsruhe, Germany; #9119.1), via hepatopancreatic duct cannulation. The pancreas was harvested, transferred to a tube with collagenase solution and incubated in a water bath for 15 min, at 37°C. The digestion was stopped by adding cold RPMI medium (Corning, NY, USA; #10-040-CV) supplemented with 10% FBS (PAN-Biotech, Aidenbach, Germany; #P30-3306). After mechanical dispersion by energic shaking, the pancreas was passed through a metallic strainer and washed two times with RPMI. Islet separation was performed on a gradient made of 5ml of Histopaque-1119 (Sigma-Aldrich—#11191), overlaid with 5 ml of Histopaque-1077 (Sigma-Aldrich—#10771) and topped with 5 ml RPMI. The gradient was centrifuged at 850×*g* for 15 min, at room temperature. The islets were transferred from the gradient to a new tube and washed three times with RPMI, then they were resuspended in RPMI with 10% FBS, transferred to a nonadherent dish and hand-picked. The obtained islets were lysed in RLT buffer (Qiagen, Redwood City, CA, USA-#79216) and stored at − 80 °C.

### RNA extraction

RNA was isolated from the lysed islets using an RNeasy Mini Kit (Qiagen, Redwood City, CA, USA; #74104), according to the manufacturer’s instructions. In the final step, RNA was eluted from the columns with 20 μl of ultrapure water and the concentration was determined using a NanoDrop 2000c (ThermoFisher Scientific, Waltham, MA, USA).

### Sequencing

Total RNA samples were shipped to Novogene (Cambridge, UK), where a second quality control and library preparation (polyA enrichment) were performed. Sequencing was performed on an Illumina Novaseq PE150 platform—30 million reads each end for a total of 9G raw data output.

### Data and pathway analysis

Files from sequencing were processed in the CLC Genomics Workbench 23.0 (Qiagen, Aarhus, Denmark). Pre-processing included adapter and quality score-based trimming, using the default setting provided by the trimming tool in the CLC software. Alignment and quantification were performed using the RNAseq Analysis tool, also adhering to the default settings chosen by the CLC Workbench. To generate the DEG lists, groups were compared using the “Empirical Analysis of DGE” algorithm of the CLC software. The DEG lists were subsequently uploaded to Ingenuity Pathway Analysis for further analysis^44^ as previously described^45,46^. Only DEGs that met a threshold FC > 1.5, and *p* < 0.05 were used for pathway prediction, further Network settings were kept at the default. All data sources were included but limited to a mouse origin and experimentally validated observations.

### Glycaemia measurements

Blood glucose levels were measured weekly via puncture of the lateral tail vein and using an Accu-Chek Performa glucometer (Roche, Basel, Switzerland) with the corresponding strips. Between 3 to 15 female mice were analyzed at 4-, 6-, 8-, 10-, 12- and 28-weeks old. Mice were considered diabetic after they had two consecutive blood glucose readings exceeding 200 mg/dL (11 mmol/L) on two consecutive days.

### Pancreas collection and immunostaining

Harvested pancreata from at least 3 NOD female mice per reported age timepoint were fixed in 4% PFA (Roth), for 2h at 4 °C, dehydrated on a sucrose gradient for 1.5 h, embedded in optimum cutting tissue medium (CellPath), frozen and stored at − 80 °C. Cryosections with a 5 µm thickness were collected on slides, rehydrated in PBS, followed by 20 min of permeabilization with 0.5% Triton X-100 and a 30 min incubation with 1% BSA blocking solution at room temperature. Incubation with primary antibody, diluted in 1% BSA, for 1 h at room temperature was conducted using the following antibodies: monoclonal rabbit anti-Insulin (ThermoFisher Scientific, Waltham, MA, USA, 701265, 1:1000), monoclonal mouse anti-Glucagon (Novus Biologicals, NB600-1506, 1:500), polyclonal rabbit anti-Ki67 (ThermoFisher Scientific, Waltham, MA, USA, MA5-14520, 1:400), polyclonal rabbit anti-Atf3 (Sigma Aldrich, HPA001562, 1:100), monoclonal mouse anti-CD45-AlexaFluor647 (BioLegend, 160304, 1:50). Secondary antibodies were from Invitrogen and were used at 1:200 dilution. They were incubated for 45 min at room temperature, followed by DAPI counterstaining of cell nuclei and mounting with antifade mounting media (Vector Laboratories, Burlingame, CA, USA, H-1000).

### Microscopy and analysis of mouse pancreas sections

Images of labelled mouse islets were acquired with a fluorescence microscope Leica DMi8 (Leica Microsystems, Wetzlar, Germany), in the same imaging session for each experiment, and were processed using LasX software (version 3.7.6.25997), using the same parameters for each channel, for every experimental set. Image analysis was conducted using QuPath software (10.1038/s41598-017-17204-5, version 4.0), as a quantification tool, on raw images. This software allows associations of three different fluorescence channels, blue, green, and red, for quantification. Thus, the following sets were proposed for analysis: insulin and glucagon, insulin and Atf3, and insulin and Ki67, while DAPI (blue) was present in each of them. For that, the pseudo-colors of the images were post-acquiring-modified accordingly. Cell detection was carried out based on nuclei staining with DAPI, by adjusting the intensity threshold to capture the majority of the cells in the region of interest, defined manually around the pancreatic islet. The cytoplasmic area of each detected cell was defined by adjusting the cell expansion feature available in the QuPath and was kept constant throughout all the quantifications. The mean fluorescence intensities for the proteins of interest (insulin, glucagon, Atf3), detected in the previously defined cytoplasmic, or nuclear (Ki67, Atf3) areas of the cells, were measured by setting the suitable threshold for each channel.

### Cell source and maintenance

Commercially available human induced pluripotent stem cells (hiPSC), generated by retroviral reprogramming of PGP1 donor skin fibroblasts (Coriell, GM23338), were maintained as previously described^26,39^ in mTeSR Plus cGMP stabilized feeder-free maintenance medium (Stem Cell Technologies, 100-0276). The passaging of hiPSCs was performed by fragmenting the existing colonies after incubation with Gentle Cell Dissociation Reagent (StemCell technologies, 100-0485). The hiPSC cultures were negative for mycoplasma tested by MycoAlert Mycoplasm Detection Kit (Lonza, LT07-418) prior to induction of differentiation.

### In vitro differentiation and GLI modulators

The hiPSCs were differentiated towards pancreatic islet-like clusters following a previously published stepwise protocol^26,27^ starting with 1,500,000 cells/well in 6-well plates pre-coated with Geltrex LDEV-Free Reduced Growth Factor (Gibco, A1413202). For GLI inhibition, sc-islets were treated with 10 µM GANT58 (Sigma-Aldrich, G8923) or 10 µM of Purmorphamine added to the stage 7 medium for 24 h followed by fixation and processing.

### Immunofluorescence of sc-islets

Collected sc-islets were fixed in 4% PFA, prior to dehydration in a sucrose gradient and embedding in Tissue Tek OCT (Sakura). Frozen blocks were cut into 5µm sections that were used for staining. Sections were rehydrated in PBS, prior to permeabilization (15 min, 2% Tritonx-100 in PBS) and blocking (30 min, 2% BSA in PBS). The primary antibodies used were polyclonal rabbit anti-ATF3 (1/100, Sigma Aldrich, HPA001562), rat anti-C-peptide IgG2a (1/250 DSHB, GN-ID4), and guinea pig IgG anti-glucagon (1/400 ABCD antibodies, ABCD-TA011). Following brief PBS washes, the sections were incubated for 1 h at room temperature in the dark, with donkey anti-rabbit A647 (1/500, Molecular Probes, A-31573), goat anti-rat A594 (1/500, Molecular Probes, A-11007), goat anti-guinea pig A488 (1/500, Molecular Probes, A-11073) and DAPI nuclear staining (D1306, Molecular Probes). Finally, glass slides were mounted on to the sections using Aqueous Mounting Medium (ab128982, Abcam).

### Sc-islets imaging and image analysis

Stained slides were imaged on a confocal microscope, Leica SP8 STED, to produce high resolution images for quantification of protein expression and staining intensity. Quantification was performed either manually or performed by using the FIJI (ImageJ 2.9.0) software for evaluation of stain intensity and supervised automated counting. The intensity of ATF3 expression was measured using FIJI (ImageJ 2 V2.14.0/1.54f). Before conducting intensity measurements, the threshold was set to 45, identified as the background signal intensity. FIJI then calculated the mean grey value of ATF3 signal within the individual stem cell islets.

For the automated supervised counting, a macro using Auto Threshold feature with the Otsu Dark method in FIJI was used. A region of interest (ROI) was drawn manually to define the islet area from the generated mask before cells were counted by “Automatic Particle counting” with a size limit set at 10µm.

### Statistics

Graphs and statistics were done in GraphPad Prism, version 9.5.1 (GraphPad Software, Boston, MA, USA).

### Supplementary Information

Supplementary Figure 1.

Supplementary Table 1.

## Data Availability

The full datasets were deposited to the NCBI Gene Expression Omnibus Repository^47^, accession number GSE256150. Data sets are at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE256150

# Supplementary material for: Molecular profiling of NOD mouse islets reveals a novel regulator of insulitis onset
**Source:** Sci Rep. 2024 Jun 25;14:14669. doi: 10.1038/s41598-024-65454-x
**Supplement:** Supplementary file 1 — Supplementary Figure 1.

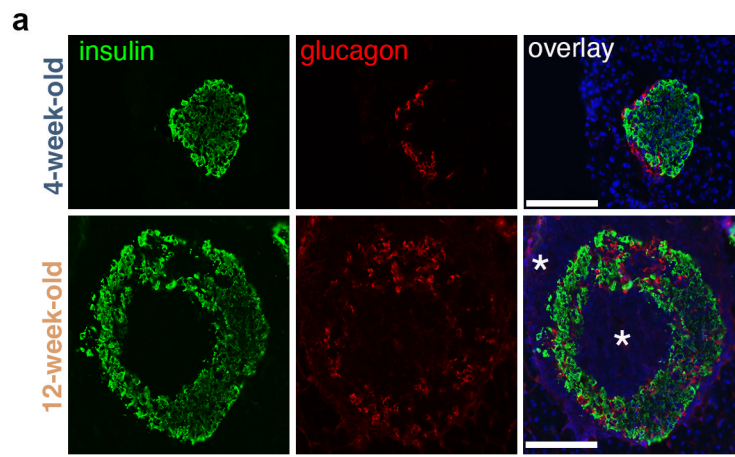

**b Volcano plots** all annotated entities with expression >0

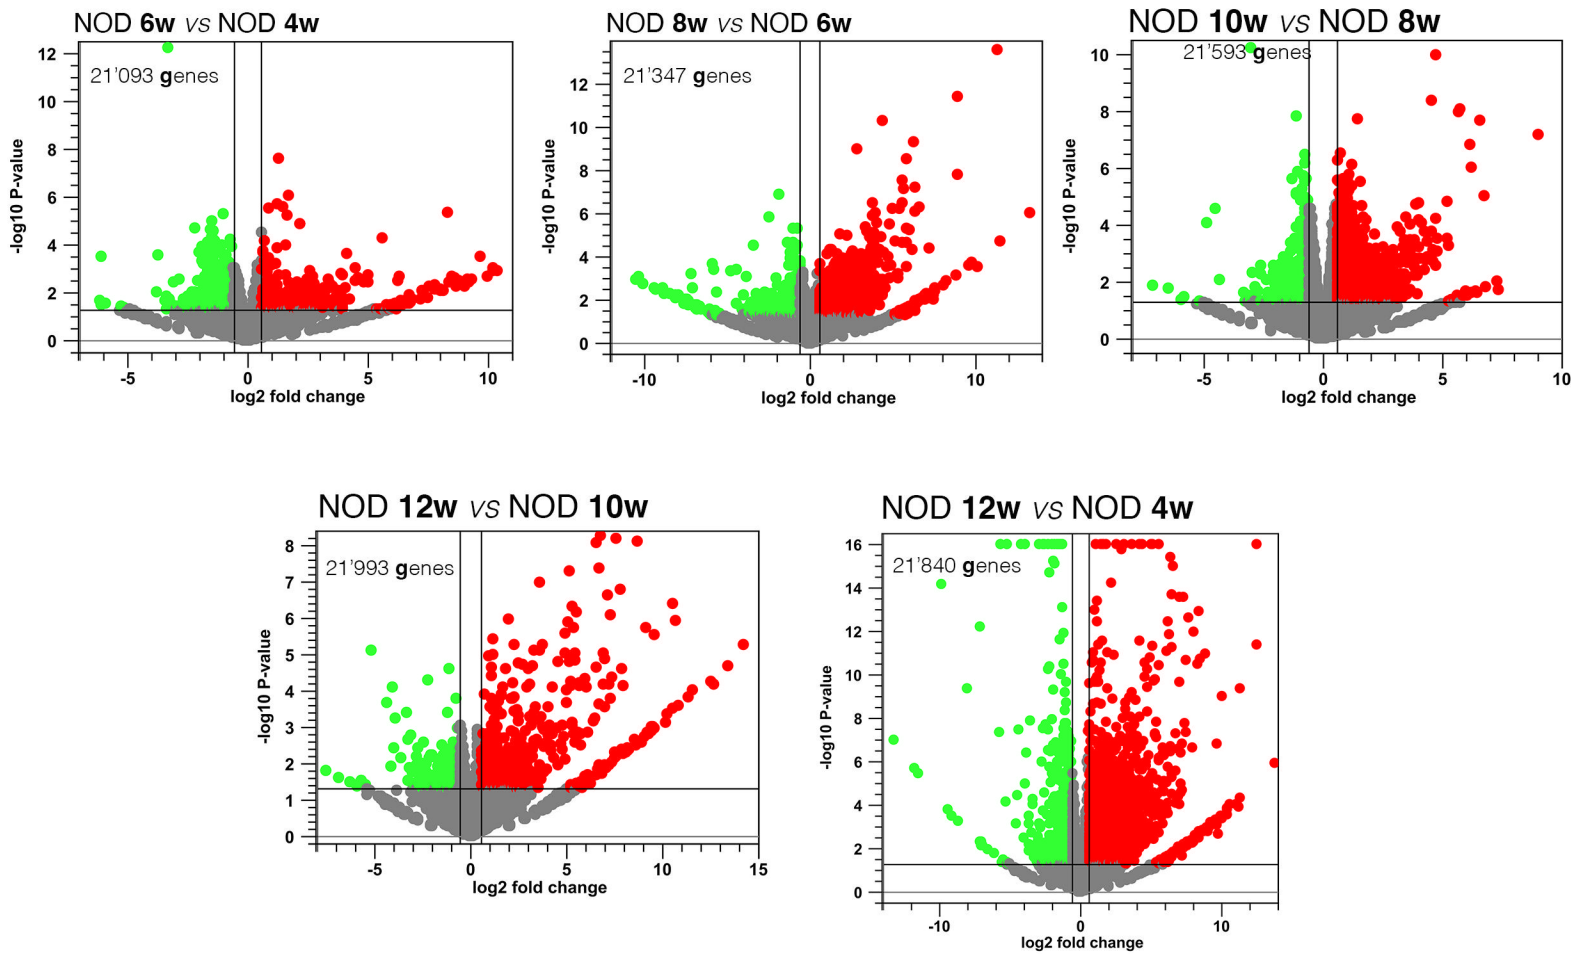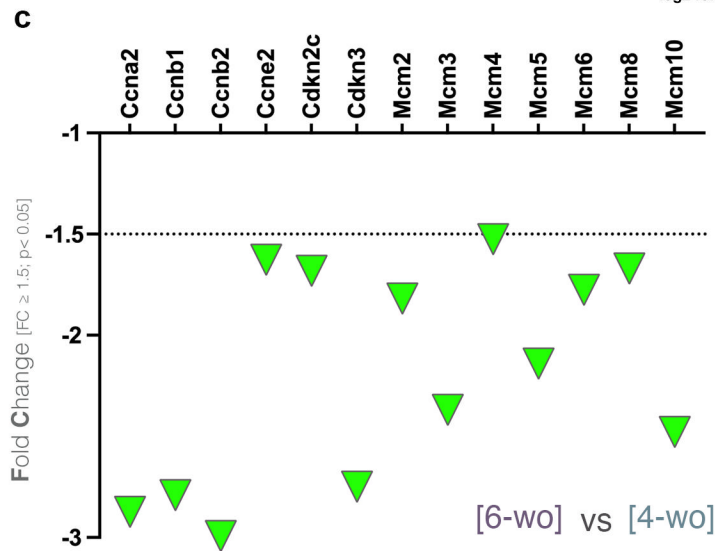

#### SUPPLEMENTAL FIGURE LEGEND

**Supplemental Figure 1 (a)** Representative immunofluorescence images of insulin (green), glucagon (red) and DAPI staining (blue) at 4-weeks and 12-weeks of age in NOD mice, with asterisk pinpointing insulinitis (scale 100  $\mu$ m). **(b)** Volcano plots and total number of genes annotated of each comparison **(c)** Graph displaying the observed statistically significant downregulation of key proliferation markers in the RNAseq dataset ( $FC \geq 1.5$ ,  $p < 0.05$ ) between 6-weeks and 4-weeks of age in NOD mice.

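A volcano plot places each gene by its log2 fold change and by its p value on a log scale, so that the genes beyond both limits of the threshold are the DEGs of that comparison. The data behind panel (c) are the counts of the cell-cycle and DNA-replication genes at 4 and 6 weeks. Ccna2 had 568 to 752 counts per mouse at 4 weeks and 198 to 292 at 6 weeks, Cdc20 389 to 436 against 140 to 199, Mcm3 562 to 715 against 237 to 369 and Ccne2 323 to 382 against 203 to 284. Cdkn3 had the lowest counts of the 26 proliferation genes, 35 to 44 against 14 to 19. Ccna2, Cdc20 and Ccne2 overlap Exosc9, Elovl1 and Ints8 on the opposite strand, which have 6471, 11285 and 17340 counts over the 15 samples against 7304, 4457 and 3836, so the assignment of reads in the shared stretches is uncertain.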

How the deposited data were processed for this re-analysis (not part of the article)

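RNA was measured in islets of 15 NOD females, 3 at each of 5 ages (4, 6, 8, 10 and 12 weeks). According to the paper, libraries were made from polyadenylated RNA and sequenced as read pairs, and trimming, alignment and counting per gene were done in CLC Genomics Workbench with default settings. The paper names no genome build. The regions in the deposited table match mouse genes of the GRCm38 assembly, and coordinates are given on that assembly.

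The deposited counts are whole numbers of reads that the authors assigned to each gene, with no normalization. The deposited table also gives, for each sample, CPM columns scaled by the authors, here treated as a score because they do not sum to the same total in every sample: their sums run from 874311 to 1101730. They were used for a single purpose, to read off the per-sample scaling that the authors applied. That scaling lay within 0.651% of the effective library sizes computed here. A further 30 per-sample columns (RPKM and TPM) were not used here, because every test was made on the counts. The authors' pathway and upstream regulator analyses (Ingenuity Pathway Analysis) were not analysed here, since they rest on a licensed knowledge base.

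Counts per sample ran from 25407492 to 41616275. By age they ran from 25850117 to 30120959 at 4 weeks, 27053185 to 41616275 at 6, 26955671 to 29113274 at 8, 25407492 to 37075834 at 10 and 27921102 to 28770801 at 12. Mice of the same age differed far more than sampling of reads would give, with a chi-square per degree of freedom of 16.5 to 138 between pairs of replicates, over genes with at least 20 counts. No 2 samples held the same counts throughout. A value of 3 counts was taken as the floor. A fold change against a group with at most 3 counts in every mouse is given as a lower bound, and no fold change is given where both groups are at the floor.

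Tests were made with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr over the 5 age groups (16554 of 48709), scaled by TMM, and fitted with glmQLFit, one mean per age and no covariate. Each comparison was a contrast in that fit, tested by glmQLFTest. The comparisons were 6 against 4, 8 against 6, 10 against 8, 12 against 10 and 12 against 4 weeks. DEGs were counted at the paper's threshold, a fold change of at least 1.5 either way and an unadjusted p under 0.05. Benjamini-Hochberg adjustment was made over all genes tested. Gene lists were tested with camera of limma 3.58.1, with an inter-gene correlation of 0.01. Log2 CPM values per mouse used a prior count of 2. Single genes and differences between lists were compared by exact permutation tests, two-sided. Correlations under 10 mice were tested by exact permutation and those over 15 mice by 100000 permutations, two-sided, whose smallest possible p is 1e-05. A correlation was computed after subtracting each age mean, or within clusters of mice with age left in. The proliferation list was set against the leukocyte markers within clusters and with age means subtracted. After subtraction, the deviations were shuffled over all ages. Deviations of the 3 mice of one age sum to 0 and their spread differs between ages, so these permutation p values are approximate and may be too small. Those of Atf3 with Ihh, Smo, Sufu, Gli1 and Gli3 were also computed over all 15 mice. Python 3.11.15 and matplotlib 3.10.9 were used for tables and figures.

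The genes named in the text follow a rule: every gene the paper names in its results, in Fig. 1g, 2c, 2d, 3d, 4c, 5a, 5c and 6a or in Supplemental Figure 1c, for each comparison the 3 largest increases and 3 largest decreases among genes with an adjusted p under 0.05 whose groups do not overlap, and lists of marker genes. Some of the genes that fall under the rule are not reported here. The lists of leukocyte, acinar, mesenchymal, lymph node stroma, immediate-early and endocrine genes come from general knowledge of these tissues. The Ifng targets were read by eye from Fig. 3d. Named genes dropped by the filter (Ihh, Csf2, Nr1i3 and Il4) are reported from a fit without it. The 2 lists of intestinal genes were written after counts of such genes were noticed in single mice, and the second holds 20 genes whose values had not been looked at.

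The alternatives were DESeq2's size factors in the edgeR fit, library totals with no TMM factor, no filter on low counts, a fit of the 2 ages compared alone, the edgeR exact test, DESeq2 1.42.0 with its own size factors, an estimated inter-gene correlation for camera, a prior count of 0.5, each mouse left out in turn, and the replicate number as a block. The pairing behind that block comes from the replicate numbers 1 to 3 in the sample labels. The mice of different ages are different animals, and whether mice with the same number deviate together from their age means was checked. A covariate, the mean of the leukocyte markers of each mouse, was added after seeing the data. GC content and transcript length were checked by taking each sample's trend with either out by a loess curve of span 0.5, and library size by thinning every sample at random to 25407492 counts (seed 5). The GC and length correction was revised after its first result, because the first version also undid the scaling between samples.

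The pipeline was tested on simulated data with 16554 genes, of which 200 were changed, each gene being drawn independently of the others. At an adjusted p under 0.05 the edgeR quasi-likelihood test recovered 135 of them (67.5%) with 5 false calls among 140 (3.571%). The edgeR exact test recovered 141 with 41 false calls among 182 (22.53%), and DESeq2 152 with 31 among 183 (16.94%). At the threshold without adjustment the same 3 tools made 450, 533 and 450 calls, of which 269, 354 and 268 were false. Camera called a list that was raised and did not call one that was not.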

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

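The tests of the lymph node genes and of the immediate-early genes against Atf3 were chosen only after the results they bear on were seen. The lists of marker genes, apart from those of the intestine, the rule for naming genes, the alternatives other than the leukocyte covariate and the comparisons of other splits were fixed before the data were examined.

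Several genes of the intestine, which the paper does not discuss, had most of their counts in 2 of the 15 islet samples. Others had many counts in the remaining 13 mice too, such as Zg16 (up to 6446), Anpep (up to 2918) and Olfm4 (up to 781). The mean log2 CPM of a list of 20 intestinal genes was 3.88 in replicate 1 of 12 weeks and 1.57 in replicate 2 of 6 weeks, against -1.24 in the highest 4-week-old mouse. In these 2 mice Alpi had 3623 and 461 counts, Sis 1903 and 270, Lct 1519 and 170 and Muc2 208 and 29. In the other 13 mice Alpi and Sis had 0 counts, Lct at most 6 and Muc2 at most 1; these genes were picked for display after their values were seen. If intestinal RNA were in those samples, most genes of the second list, whose values had not been looked at, would peak there. Of its 20 genes, 17 were highest among all 15 mice in replicate 1 of 12 weeks, where chance gives about 1 in 15. In replicate 2 of 6 weeks, 15 of the 20 were highest among the 9 mice of 4, 6 and 8 weeks, where chance gives about 1 in 9. The other mice of the same ages did not show the counts of Alpi, Sis, Lct and Muc2, so age offers no explanation. A candidate explanation is a small amount of intestinal tissue or RNA in those 2 samples, and at which step it entered was not tested. It bears on 2 genes the paper names: 45 of the 53 Ihh counts at 12 weeks come from the first of these mice, and 13 of the 17 Nr1i3 counts at 6 weeks from the second.

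Genes of lymph node stroma and follicles (Glycam1, Ccl21a, Cxcl13 and Cr2) were far above the 4-week level at 12 weeks. Their mean log2 CPM was at least 5.73 in the 12-week-old mice, against -0.75 in the highest 4-week-old one. All 4 rose at 12 against 4 weeks, with a median log2 fold change of 8.21 (camera p 0.000125, and 0.0159 with the correlation between genes estimated from the data). Cr2 had 887 to 2114 counts per mouse against 0 to 3, at least 410-fold higher. Pieces of pancreatic lymph node picked along with the islets would raise these genes, and so would lymphoid structures that form at the islets with age. If stray pieces of lymph node were the source, the 4 genes could vary between mice of one age independently of the leukocyte markers. Within ages the means followed each other, with Pearson r 0.767 (permutation p 0.00102, adjusted p 0.00204 over a family of 8) and r 0.690 without the 2 farthest mice. Spearman rho was 0.789 (permutation p 0.00088). Deviations were shuffled between ages, so these p values are approximate. Stray lymph node would bring leukocytes too, so the pattern cannot be told apart from that explanation.

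Mesenchymal markers (Col1a1, Col1a2, Col3a1, Dcn, Lum, Pdgfra and Pdgfrb) averaged at least 6.76 in the 12-week-old mice, against 5.32 in the highest 4-week-old one. All 7 rose at 12 against 4 weeks, with a median log2 fold change of 2.01 (camera p 3.63e-06, and 0.089 with the estimated correlation). Whether the cells belong to the islets or to surrounding tissue kept with them was not tested. If more mesenchymal RNA in the samples lay behind the rise of Smo, Sufu, Gli1 and Gli3, their mean would follow the mesenchymal one within ages. The r within ages was 0.790, so a larger share of mesenchymal RNA may explain part of the rise of these 4 Hedgehog genes. This remains a hypothesis. Their relation to the leukocyte markers was not tested, so the r may not be specific to mesenchymal RNA.

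Immediate-early genes other than Atf3 (such as Fos, Jun and Egr1) averaged at least 5.68 in the 8-week-old mice, against 5.16 in the highest 4-week-old one. They rose at 12 against 4 weeks too, all 12 being higher, by a median of 1.27 on the log2 scale. The camera p was 1.72e-06, and 0.0869 with the correlation between genes estimated from the data. These genes can rise while tissue is handled as well as through stress in the animal. If a handling response lay behind the rise of Atf3, Atf3 would follow them between mice of one age. The relation within ages was Pearson r 0.355 (permutation p 0.193; Spearman rho 0.243, permutation p 0.382; adjusted p of r 0.257 over a family of 8), and r was -0.0539 without the 2 farthest mice. How this value was to be read was settled only after it was seen, and 15 mice leave both readings open, so the rise of Atf3 at 8 weeks cannot be told apart from an immediate-early response of the tissue.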

How the results depend on the processing

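One setting, the leukocyte marker mean as a covariate, was chosen only after the results were seen.

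With DESeq2's size factors in the edgeR fit, all 19 counts of genes and list medians tested were kept, a count being kept if it stayed within 1.5 times and a list median if it kept its direction and its side of the threshold. With library totals and no TMM factor all 25 were, the endocrine difference and the 5 correlations over all 15 mice included. The share of higher genes was not part of this: among genes with an adjusted p under 0.05 at 12 against 4 weeks it was 49.19%, against 55.92% with DESeq2's size factors and 78.14% with library totals. Within the 9 mice of 8 to 12 weeks, library totals took the p of the correlation with Atf3 from 0.105 to 0.0397 for Sufu and from 0.112 to 0.0438 for Gli3 (adjusted p 0.146 for each). With a prior count of 0.5 all 6 tested were kept. Of the 94 changes of single named genes, 93 kept their direction and their side of the threshold with DESeq2's size factors, 93 with library totals, 91 with the replicate block, 91 with only the 2 ages compared in the fit, 92 with the edgeR exact test and 91 with DESeq2. The others became weaker, apart from 1 that became stronger with DESeq2. When one mouse at a time was left out, 516 of 564 values for named genes kept their side of the threshold, 35 became weaker, 5 stronger and 8 reversed. Of 129 such values for counts, lists and the endocrine difference, 102 stayed, 4 became stronger, 18 moved and 5 reversed.

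Counts of genes with an adjusted p under 0.05 moved most. At 6 against 4 weeks there were 15, against 5 with the replicate block, 141 with only the 2 ages in the fit, 264 with the edgeR exact test, 249 with DESeq2 and 0 to 6 without one mouse. For 8 against 6 weeks there were 0 (2983 with an unadjusted p under 0.05), against 183 with the exact test, 543 with DESeq2 and 0 to 906 without one mouse. At 10 against 8 weeks there were 2776, against 0 with the replicate block, 0 with only the 2 ages in the fit, 156 with the exact test, 4096 with DESeq2 and 0 to 5697 without one mouse. At 12 against 10 weeks there were 0 (1244 with an unadjusted p under 0.05), against 7 with the exact test and 12 with DESeq2. At 12 against 4 weeks the count was 2 with the leukocyte covariate and stayed between 8026 and 8858 over the other settings with all mice, and the joint test of the 5 ages gave 7900 to 9765 without one mouse. In the simulated data, whose genes were drawn independently, the exact test and DESeq2 made more false calls than the quasi-likelihood test. The cause of these changes was not tested.

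DEG counts at the paper's threshold stayed within 1.5 times with these exceptions. Without a filter on low counts, 619 genes passed at 12 against 10 weeks, against 359. With the covariate, 591 passed at 8 against 6 weeks, 587 at 10 against 8 and 1194 at 12 against 4, of which 35.87%, 50.09% and 34.17% were higher. Without one mouse the counts ran from 433 to 548 at 6 against 4 weeks, 911 to 2242 at 8 against 6, 1288 to 3523 at 10 against 8, at most 515 at 12 against 10 and 4765 to 5441 at 12 against 4.

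The replicate block at 12 against 4 weeks gave 5211 DEGs and 8328 genes with an adjusted p under 0.05. Same-numbered mice of those ages deviated with a correlation of -0.0105. Over all ages the correlation was -0.0795.

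With the correlation between genes estimated from the data, 5 list results no longer passed: the leukocyte markers at 6 against 4 weeks (median 0.33), 8 against 6 (2.58) and 10 against 8 (1.705), and the Ifng targets at 8 against 6 (1.702) and 10 against 8 (1.25). With only the 2 ages in the fit, 2 results at 12 against 10 weeks passed that had not: the leukocyte markers (0.21, camera p 0.000338) and the Ifng targets (0.072, camera p 0.0386). Without one mouse the leukocyte median at 6 against 4 weeks ran from -0.40 to 1.71, being reversed without 4-week replicate 3 and without 6-week replicate 3. At 12 against 10 weeks it ran from -0.071 to 0.41, and that of the Ifng targets from -0.18 to 0.33. The cause was not tested.

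The fall of the hormones and beta-cell genes relative to the pan-endocrine genes was 0.00595 with the beta-cell genes alone, against -0.0974. With age means subtracted, the correlation of Atf3 was -0.276 with Ihh, 0.117 with Sufu, 0.313 with Gli1 and 0.312 with Gli3. Over all 15 mice, with age left in, r was 0.165 for Ihh, 0.829 for Sufu, 0.829 for Gli1 and 0.870 for Gli3. The permutation p values were 0.586, 0.00024, 0.00014 and 7e-05, but these values also hold the gap between the younger and older clusters. With age means subtracted, Ihh thus had the opposite sign, and Sufu, Gli1 and Gli3 no longer passed. For Smo r was 0.809 over all mice and 0.603 with age means subtracted (adjusted p 0.081). Among the named genes, signs reversed without one mouse for Nr1i3 at 6 against 4 weeks (-0.16 to 1.50) and, at 12 against 10 weeks, for Ifng (-0.56 to 0.11), Tnf (-0.56 to 0.045), Myd88 (-0.22 to 0.074) and Tlr4 (-0.13 to 0.40).

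Depth limits the genes with few counts. Ihh, Nr1i3, Csf2 and Il4 had too few for the filter, and the change of Ihh ran from 0.96 to 3.54 without one mouse. A change of Il4 or Csf2 is not detectable at this depth.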

Differences from the paper's values

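Values of the paper marked "about" were read by eye from the figure named, and p values under 1e-04 among them are given as their log10, since a figure allows no more than 2 digits. The values here come from the edgeR quasi-likelihood fit, while the paper names the Empirical Analysis of DGE of CLC as its test. The tests differ, so a gap in p need not be a gap in the data. Of 52 fold changes compared, 51 lay within the standard error of the value here. Over the 1014 matched genes of the part of Supplemental Table 1 used here, log2 fold changes at 12 against 4 weeks differed by at most 0.00664. A gap in p counts as closed under an alternative that comes within 1.5 times of the paper's p, so alternatives can lie on both sides of that p without closing it.

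DEGs at 10 against 8 weeks numbered about 310 in the paper (Fig. 1e, read by eye) and 2306 here. The alternatives set before the data were examined gave 1288 to 3523, and none closed the gap. In the part of Supplemental Table 1 used here, the paper's own values pass its threshold in 56 genes in this interval. Of these, 51 were among the 52 called here, so that part does not show the gap. The fold change of Pcna at 6 against 4 weeks was about -1.8 in the paper (Fig. 2d, read by eye) and -1.55 here, with -1.59 to -1.49 over those alternatives, none within.

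The log10 of the p values that the paper prints in Fig. 5c for 8 against 6 weeks, read by eye, is about -14 for Atf3 (here -3.60), about -16 for Ifng (here -1.38), about -9.3 for Tnf (here -1.03), about -16 for Il1b (here -1.75) and about -16 for Ccl2 (here -1.57). None of the alternatives set before the data were examined closed any of these gaps.

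For genes of Fig. 1g the paper's Supplemental Table 1 gives the p at 12 against 4 weeks. None of the alternatives came within 1.5 times of its values of 0.00198 for Ins1 (here 0.000127), 6.77e-08 for Ppy (here 6.72e-05), 8.43e-05 for Pdx1 (here 0.000151), 0.00446 for Nkx6-1 (here 0.000304) and 0.000729 for Pcsk2 (here 1.09e-05). For Ppy and Pdx1 they lay on both sides, from 1.28e-14 to 0.000601 and from 1.95e-07 to 0.00103. Its value for Ins2 is 0.00453 (here 0.000746), reached with the replicate block and without 4-week replicate 3, 12-week replicate 1 or 12-week replicate 3. That for Gcg is 5.71e-06 (here 4.23e-07), reached with the replicate block and without 4-week replicate 2, 12-week replicate 1 or 12-week replicate 3. That for Mafa is 0.00205 (here 0.000899), reached without 4-week replicate 2, 4-week replicate 3 or 12-week replicate 2. That for Slc2a2 is 0.00581 (here 0.00181), reached without 4-week replicate 2 or 4-week replicate 3. That for Pcsk1 is 0.000949 (here 5.91e-05), reached with only the 2 ages compared in the fit. That for Sst is 0.180927 (here 0.0418), reached without 12-week replicate 3. In each of these 6 cases the other alternatives did not close the gap.

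In Fig. 2d, read by eye, the paper's p values for 6 against 4 weeks are about 0.0073 for Pcna (here 0.00127; reached without 4-week replicate 3 or 6-week replicate 2), about 0.0019 for Cdk1 (here 0.00108; reached with library totals and no TMM factor, with the replicate block and without 4-week replicate 1, 4-week replicate 2 or 6-week replicate 3), about 0.00097 for Aurka (here 0.000164; reached without 4-week replicate 2, 6-week replicate 1 or 6-week replicate 2) and about 0.048 for Cdk2 (here 0.00523; reached by none). The alternatives not named did not close these gaps.

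In Fig. 5a, read by eye, the paper's p values for 12 against 4 weeks are about 0.00012 for Atf3 (here 7.46e-06), about 0.0014 for Ifng (here 0.0139) and about 0.00036 for Ccl2 (here 0.00155), and their log10 is about -6.4 for Nfkb2 (here -3.91) and about -6.6 for Il1b (here -4.08). None of the alternatives closed the gap for these 5, and for Atf3, Ccl2, Nfkb2 and Il1b they lay on both sides of the paper's value. The value for Tnf is about 0.0021 (here 0.0113), reached with DESeq2 and under no other alternative.

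In Fig. 6a, read by eye, the values are about 0.0012 for Ihh (here 0.00781), about 0.0042 for Sufu (here 0.0001) and about 0.011 for Gli1 (here 0.000427), and the log10 is about -4.2 for Gli3 (here -3.71). No alternative closed these 4 gaps, and for Gli3 they lay on both sides of the paper's value. That for Smo is about 0.0066 (here 0.00105), reached without 4-week replicate 1, 4-week replicate 3 or 12-week replicate 3 and under no other alternative.

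The paper names 8 against 6 weeks as the interval with the largest set of DEGs. Here 10 against 8 weeks had more, 2306 against 1625. In the part of the paper's Supplemental Table 1 used here, the paper's own values also pass its threshold in more genes at 10 against 8 weeks, 56, than at 8 against 6, 12. In that part 52 and 12 genes were called here, against 2306 and 1625 over all genes. The part thus holds few of the DEGs of 8 against 6 weeks, and it cannot rank the whole sets. The paper lists Nlrp3, Nr1i3 and Csf2 among the regulators changed in its DEG set at 6 against 4 weeks; here their unadjusted p values were 0.244, 0.402 and 0.404, and no alternative called them at the paper's threshold. The paper lists Il4, Id2 and Tnf as changed at 8 against 6 weeks. Here Il4 had a p of 0.0901 and was called by no alternative. Id2 had a p of 0.0759 and was called with DESeq2, without 6-week replicate 3 and without 8-week replicate 1. Tnf had a p of 0.0941 and was called without 6-week replicate 3 and without 8-week replicate 1. The paper has Nfkb follow the rise of Atf3 at 8 against 6 weeks as well; here Nfkb2 passed the threshold (1.11, p 0.0176), while Nfkb1 (0.30, p 0.106) passed it neither here nor under any alternative. The part of Supplemental Table 1 used here, not the whole table, holds 1018 genes, of which 1014 were matched. For 8 against 6 weeks the paper calls 12 of them and 12 were called here, 10 by both. At 10 against 8 the numbers were 56, 52 and 51, and at 12 against 4 weeks 264, 262 and 261.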

Other observations

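The tests of the covariate, of the first principal component against the leukocyte markers, of the proliferation genes after 6 weeks and of the endocrine genes were chosen only after the results they bear on were seen.

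Mice of one age differed in their content of leukocyte RNA. The SD of the leukocyte marker mean (log2 CPM, 3 mice) was 1.29 at 4 weeks, 1.27 at 6, 1.38 at 8, 0.61 at 10 and 0.19 at 12. The first principal component of the deviations from the age means held 44.12% of the variance. It followed the leukocyte marker mean with Pearson r 0.973 (permutation p 1e-05, the smallest possible; Spearman rho 0.957, permutation p 1e-05; adjusted p of r 8e-05 over a family of 8; r 0.966 without the 2 farthest mice). It did not follow the mean of 10 acinar genes (Pearson r -0.178, permutation p 0.521, adjusted p of r 0.521, r -0.326 without the 2 farthest mice, Spearman rho -0.221, permutation p 0.423). The permutations moved deviations between ages whose spread differed, so the p values of both relations are approximate and may be too small. A candidate explanation for the 0 genes with an adjusted p under 0.05 at 8 against 6 weeks, beside 2983 with an unadjusted one, is therefore that infiltration had begun in some mice of 8 weeks and less in others. Differences in how much infiltrated or surrounding tissue was picked would give the same pattern and cannot be told apart from it.

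With the leukocyte marker mean as a covariate, 0 of the 4 genes Ifng, Tnf, Il1b and Ccl2 had a positive change at 8 against 6 weeks. Their rise is consistent with a larger share of leukocyte RNA in the samples. The change of Atf3 in that fit was 1.08 (unadjusted p 0.00708, adjusted p 0.63 in edgeR), so leukocyte content may explain part of the rise of Atf3 but not all of it under this model. The adjusted counts with the covariate were 136 genes at 6 against 4 weeks, 0 at 8 against 6 (1096 with an unadjusted p under 0.05), 0 at 10 against 8 (2364), 0 at 12 against 10 (1358) and 2 at 12 against 4. Age and leukocyte content rise together, so the covariate also takes up part of any effect of age itself.

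The proliferation list, which fell at 6 weeks, was higher again later: at 12 against 6 weeks its median log2 fold change was 1.15, with 24 of the 26 genes higher (camera p 3.84e-06), and at 10 against 8 weeks it was 1.02 with 25 higher (camera p 4.82e-11). With the correlation between genes estimated from the data the camera p values were 0.272 and 0.128. The paper does not report this. Dividing leukocytes are a candidate explanation. If they were the source, mice with more leukocyte RNA would have a higher list within ages. Among the 9 mice of 8 to 12 weeks the r was 0.933 (permutation p 6.89e-05, adjusted p 0.000276 over the family of 8, r 0.898 without the 2 farthest mice). Spearman rho was 0.933 (permutation p 0.00075). In the 6 mice of 4 and 6 weeks r was 0.498 (permutation p 0.343, adjusted p 0.392, r -0.110 without the 2 farthest mice) and rho 0.314 (permutation p 0.564). The permutations moved deviations between ages whose spread differed, so these p values are approximate and may be too small. Which cells divide cannot be read from whole islets.

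The hormones and beta-cell genes fell by 0.97 on the log2 scale between 4 and 12 weeks, and the pan-endocrine genes by 0.87. The difference, -0.0974, had the smallest exact permutation p possible with 3 against 3 mice, 0.1, and ran from -0.1125 to -0.073 when one mouse was left out. A smaller share of endocrine RNA in the samples would lower both by the same amount. The fall of 0.87 that both lists share cannot be told apart from that explanation. Whether the remaining difference exceeds chance is left open, because the test could not have given a smaller p.

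Other splits of the samples were compared for each result of a fit over many genes. The 6 mice of 2 ages can be split into 3 and 3 in 10 ways, and 4 of these, the real one included, part all 3 pairs of mice with the same replicate number. The other 6 part fewer pairs. Neither 4 nor 10 splits can give a share under 0.05. For DEGs, the number of the 4 splits with a result as large, the real one included, was 3 at 6 against 4 weeks, 1 at 8 against 6, 1 at 10 against 8, 2 at 12 against 10 and 1 at 12 against 4. For genes with an adjusted p under 0.05 it was 1, 4, 1, 4 and 1 in the same order. The 4 at 8 against 6 and at 12 against 10 weeks was fixed in advance: the real count there was 0, so every split was as large. The median of the proliferation list was matched by 1 of the 4 splits at 6 against 4 weeks. That of the leukocyte list was matched by 3 of the 4 at 6 against 4, 1 at 8 against 6, 1 at 10 against 8 and 4 at 12 against 10. That of the Ifng targets was matched by 1 at 8 against 6, 1 at 10 against 8 and 4 at 12 against 10. Of the 6 splits that part fewer pairs, 1 gave a larger median of the Ifng targets at 8 against 6 weeks, 2.205 against 1.702, and 5 gave as large a one at 12 against 10. For the leukocyte list 3 of them did at 6 against 4 and 3 at 12 against 10. At 6 against 4 weeks, other splits gave up to 705 DEGs against the 480 of the real one. Among the 6 remaining splits at 8 against 6 weeks, one gave 1832 DEGs and 766 genes with an adjusted p under 0.05, more than the real split. It sets replicate 3 of 6 weeks and replicates 2 and 3 of 8 weeks against the other three mice. For any change over the 5 ages, ages were regrouped within each replicate number, and 1 of 100 groupings, the real one, gave as many genes. Of the 99 others, 94 gave 0 genes and the highest gave 7280.

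GC content, transcript length and library size were tested as sources of the DEG counts. With the trend with GC content taken out, 1636 genes passed the threshold at 8 against 6 weeks, with that of length 1665, and after thinning to the smallest library 1590. At 12 against 4 weeks the counts were 5303, 5341 and 5271. None of the 3 corrections brought either count outside 1.5 times that without it. The Spearman correlation of the log2 fold change with GC content was -0.135 at 8 against 6 weeks and 0.00241 at 12 against 4. With length it was 0.0513 and -0.0281, so there was little trend to take out. Shared with the original DEGs were 1558, 1588 and 1509 genes at 8 against 6 weeks and 4990, 4941 and 5166 at 12 against 4.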
